# Estrobolome dysregulation is associated with altered immunometabolism in a mouse model of endometriosis

**DOI:** 10.3389/fendo.2023.1261781

**Published:** 2023-12-08

**Authors:** Hasan Alghetaa, Amira Mohammed, Narendra P. Singh, Ryan F. Bloomquist, Ioulia Chatzistamou, Mitzi Nagarkatti, Prakash Nagarkatti

**Keywords:** endometriosis, microbiome, short chain fatty acids, T-cell metabolism, estrobolome, metabolome, immunometabolism

## Abstract

**Introduction:**

Endometriosis is a painful disease that affects around 5% of women of reproductive age. In endometriosis, ectopic endometrial cells or seeded endometrial debris grow in abnormal locations including the peritoneal cavity. Common manifestations of endometriosis include dyspareunia, dysmenorrhea, chronic pelvic pain and often infertility and symptomatic relief or surgical removal are mainstays of treatment. Endometriosis both promotes and responds to estrogen imbalance, leading to intestinal bacterial estrobolome dysregulation and a subsequent induction of inflammation.

**Methods:**

In the current study, we investigated the linkage between gut dysbiosis and immune metabolic response in endometriotic mice. Ovariectomized BALB/c mice received intraperitoneal transplantation of endometrial tissue from OVX donors (OVX+END). Control groups included naïve mice (Naïve), naïve mice that received endometrial transplants (Naive+END) and OVX mice that received the vehicle (OVX+VEH). Colonic content was collected 2 weeks post-transplantation for 16s rRNA pyrosequencing and peritoneal fluid was collected to determine the phenotype of inflammatory cells by flow cytometry.

**Results:**

We noted a significant increase in the number of peritoneal fluid cells, specifically, T cells, natural killer (NK) cells, and NKT cells in OVX+END mice. Phylogenetic taxonomy analysis showed significant dysbiosis in OVX+END mice, with an increase in abundance of Phylum Tenericutes, Class Mollicutes, Order Aneroplasmatales, and Genus Aneroplasma, and a decrease in Order Clostridiales, and Genus Dehalobacterium, when compared to OVX+VEH controls. The metabolomic profile showed an increase in some tricarboxylic acid cycle (TCA)-related metabolites accompanied by a reduction in short-chain fatty acids (SCFA) such as butyric acid in OVX+END mice. Additionally, the mitochondrial and ATP production of immune cells was enforced to a maximal rate in OVX+END mice when compared to OVX+VEH mice.

**Conclusion:**

The current study demonstrates that endometriosis alters the gut microbiota and associated immune metabolism.

## Introduction

Endometriosis is a chronic inflammatory condition and one of the most common gynecological disorders in the world, affecting an estimated 5% of women of childbearing age and resulting in significant global morbidity and medical expenditure (1). In endometriosis, ectopic endometrial glandular and stromal tissues are found outside of the uterus, and, like native endometrium, these tissues respond through growth and proliferation to estrogen-dependent signals (2, 3). Depending on the location of the ectopic tissue, endometriosis can result in significant inflammation, pain, and often infertility. While they can occur almost anywhere, almost all cases of ectopia are found somewhere between the uterine tubes and across the peritoneum, giving rise to the prevailing theory that endometriosis arises through the aberrant retrograde flow of shed endometrial lining up the uterine tubes during the menstrual cycle (4).

The pain and poor response to treatment of endometriosis are commonly attributed to the inflammatory response against ectopic tissue encountered in the disease, particularly during peaks of estrogen release at the transition from the proliferative phase to ovulation during the menstrual cycle (5, 6). Because of the biological role of the endometrium, endometriosis is a strongly estrogen-dependent disorder (7–9) and thus estrogen is considered a mitogen for the inflammatory process (10). Steroid hormones like estrogen are major controllers of reproductive capacity and also serve in the interplay of functions of immunocytes during inflammatory responses (10, 11). As the menstrual cycle progresses from ovulation to the luteal phase, estrogen levels drop and progesterone receptors are upregulated by endometrial tissue. Upon binding of this hormone, proliferation of endometrial tissue slows and moves to a glandular secretory function. While endometriosis tissue has been shown to downregulate progesterone receptors, these hormonal switches in function have been proposed as a mechanism of treatment for endometriosis (2, 11, 12). Other therapies have been proposed or attempted to some degree of success including analgesics for pain management (13), epigenetic regulation (14, 15), hormone therapy (16), dietary supplements (17, 18), surgical removal (13) and other symptomatic treatments (2, 19), but there is still not a reliable therapy for addressing this disorder.

The biological importance of estrogen is not limited to reproductive function, as it also plays a major role in microbiome metabolism (11, 20–22), hematological profile rearrangements (23) as well as in the regulation of immunometabolism (24–26). Intriguingly, while systemic levels of estrogen fluctuate through the normal ovulatory cycle, these steroid fluctuations have not been shown to have a significant effect on the gut microbiota (27). However, during prolonged periods of hormonal up or downregulations, such as during pregnancy, both steroid levels and gut microbiota are altered (28–30). The interplay between gut microbiome and estrogen levels has been designated as the “estrobolome” and is controlled by specific genes. Here, β-glucuronidase enzyme encoded by *gus* gene, native to the gut cleaves conjugated estrogen secreted into the intestine through bile and releases estrogen in its biologically active form (31). Furthermore, *gus* gene is expressed by common gut bacteria including *Ruminococcus gnavus*, *Staphylococcus aureus* and Clostridium (32). The normal estrobolome is essential for regulation of the reproductive cycle and it has been reported that in bacteria-free mice, reproductive capacity is impeded (33) but is then normalized to fertile levels when bacterial recolonization occurs (34). Free estradiol (E2) produced from gut β-glucuronidase together with ovarian produced E2 acts in concert to stimulate the immune system in a cyclical manner (24). During these immunological responses, macrophages increase their rate of glycolytic and tricarboxylic acid cycle shortly after being activated (35) and effector T cells accommodate glycolytic pathways in production of ATP molecules (36).

In this study we elucidated the dysregulation of immunometabolism as a response to estrobolome alterations during endometriosis. By seeding stimulated endometrial tissue to the peritoneum in syngeneic mouse transplant experiments, we explored the resulting perturbations of systemic inflammatory cells, gut microbiome, metabolome and immunometabolism encountered in endometriosis to obtain holistic understanding of the nature of changes occurring during this clinical disorder.

## Materials and methods

### Experimental animals

Female BALB/c mice aged between 6 – 8 weeks utilized in this study were purchased from The Jackson Laboratory and acclimatized for at least one week after delivery. Randomized grouping of animals was performed and every 4 mice were housed in same cage till the end of experiments. All study mice were exposed to same pathogen-free housing conditions with freely accessible food (standard chow) and water, 18 – 25°C temperature, and alternating 12 light/12 dark. Approval from the Institutional Animal Care and Use Committee (IUCAC) and from the University of South Carolina was obtained before performance of any study experiments (AUP2374).

### Materials

Surgical instruments including Castroviejo scissors, uniband LA-1 micro point scissors, serrated jaw MF-2 micro forceps, fully curved micro forceps MF-3, straight micro forceps soldering tweezers, insertion/extraction tweezers and anti-wicking tweezers were purchased from Cedarlane labs – Canada. Surgical sutures including 5-0 Perma Hand Silk Black 1X18’’ PS-3, 5-0 Perma Hand Silk Black 2X60’’ no needle and 4-0 Perma Hand Silk Black 1X18’’ G-3 were purchased from the Ethicon – USA. Diethylstilbestrol (DES) was purchased from Sigma – USA and prepared in mineral oil (Sigma-Aldrich, USA). GIMA 2mm diameter biopsy punch (GIMA, UK) was used to divide the endometrial layer into 2mm pieces. An 18G syringe needle (BD, USA) attached to a tuberculin syringe (BD, USA) was used to deliver endometrial specimens into the peritoneal cavity. Banamine (Merck, USA) solution was used every 12 hours for 2 two days to alleviate the pain during post-surgical care period. DMEM/F12 medium was used for preparation of endometrial transplant tissue (Sigma-Aldrich, USA). Skin incisions were closed with a Reflex Clip Applier (World Precision Instrument, USA) and clips were removed using Reflex Clip Removing Forceps (World Precision Instrument, USA).

### Induction of experimental endometriosis

As the endometriosis is an estrogen-dependent disorder, mouse model was designed to mimic this disorder by using ovariectomized mice treated with estradiol (37). Briefly, donor and recipient mice were anaesthetized with inhaled isoflurane before being surgically prepared. The right and left ovaries with attached salpinx were ligated and removed. Muscular layers were sutured with silk, while the skin was closed with metal clips. Systemic analgesia, Benamine, was given every 12 hours post-surgery for 48 hours. Seven days later, the clips were removed and OVX mice were used.

The endometrial tissue was used to induce the experimental endometriosis in mice as described (38, 39). The schematic details are also provided in **Figure 1**. Briefly, BALB/c female mice were assigned to one of four experimental groups (**Figure 1**): OVX+END, ovariectomized mice receiving transplanted endometrial tissue; OVX+VEH, ovariectomized mice injected intraperitoneally with PBS but without transplant; Naïve (N) mice, non-ovariectomized mice with no treatment as control group and lastly, Naïve+END (NE), non-ovariectomized mice receiving transplanted endometrial tissue. All DES treatments were performed as 100µg/kg of DES injected subcutaneously. In the OVX+END and OVX+VEH groups (collectively considered ovariectomized-OVX), a dose of DES was delivered and ovariectomy was performed at day 0, while N and NE groups were housed without intervention. On day 5, OVX mice received another injection of DES in order to stimulate endometrial growth while N and NE groups were still under the influence of endogenous estrogen from their ovaries. Here, N group received no further intervention until they were euthanized. On day 7, OVX mice were split into OVX+VEH group, endometrium transplant donor group (END), and the OVX+END group described above to receive the transplanted tissue. One donor endometrium (END) provided enough tissue to seed the peritoneum of two recipient mice.

**Figure 1:**
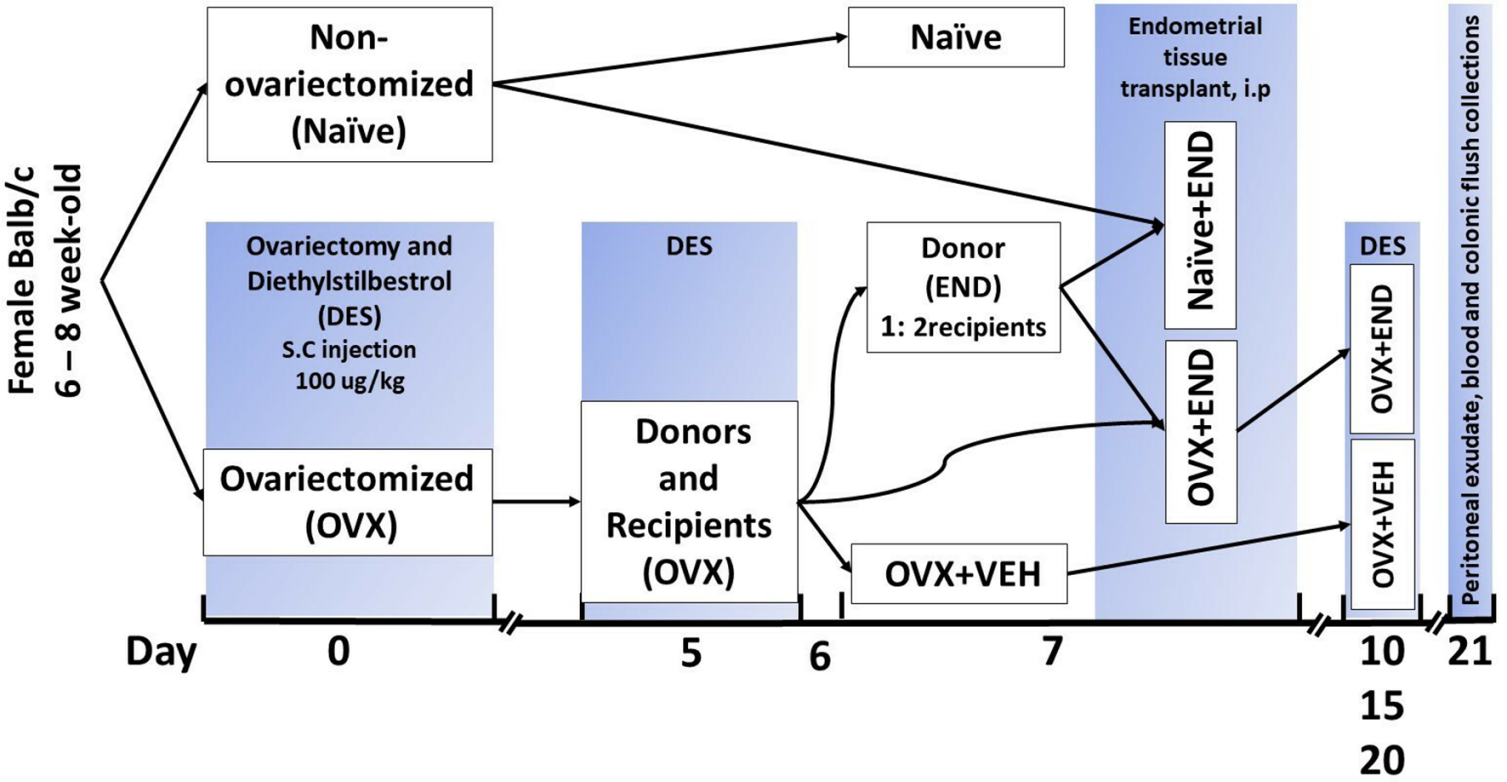
Experimental design. Mice were ovariectomized (OVX) and received analgesia after finishing the surgery and then repeated every 12 hours during post-surgical care period up to 48 hours to alleviate the pain. All ovariectomized mice were injected subcutaneously with diethylstilbesterol (DES) for 5 days after removal of ovaries and then repeated every 5 days till end of experiment. Closing clips were removed from all ovariectomized mice at day 7 post-surgical operation. Ovariectomized mice were divided into donors and recipients on day 7 at a ratio of 1:2. Harvested endometrial tissues (END) from OVX mice were transplanted into OVX (OVX+END) or non-ovariectomized (Naïve+END) recipient mice. As controls, we used non-ovariectomized naïve mice (Naïve), Naïve mice that received endometrial tissue (Naïve+END), and ovariectomized mice injected with vehicle (OVX+VEH).

The donor mice were euthanized via overdose of isoflurane inhaled anesthesia. In a petri dish containing DMEM/F12 medium, the uterine horns of donor mice were longitudinally opened, and the endometrial layer was pealed from the myometrium and serosa layers using micro forceps and then divided into approximately 2mm pieces. This tissue was then transferred to another petri dish containing phosphate buffer saline (PBS). Approximately 35µg (wet weight) of the endometrial tissue samples were loaded into a 1ml syringe via an 18g needle in a total volume of 500 µl PBS. Loaded endometrial tissues were then transplanted to the peritoneal cavity through abdominal wall of either OVX+END or Naïve+END recipients to complete the transplant procedure.

At days 10, 15, and 20, the OVX+END and OVX+VEH groups received injections of DES, post ovariectomy procedure, while Naïve+END and Naïve did not receive DES still under hormonal influence of intact ovaries. The experimental endpoint was 14 days post endometrial transplant, which was 21 days post OVX procedure.

### Tissue samplings for downstream analysis

At the endpoint of the experiments (14 days post-transplantation experiments), all study mice were anesthetized and euthanized under isoflurane for tissue sampling and downstream analysis. Blood samples were collected for complete blood count by VetScan analyzer system (Abaxis, USA) and for serological analysis. Single cell suspension of peritoneal fluid (PF) was prepared by using RBCs-lysis buffer (Sigma-Aldrich, USA) and strained with the 70-micron strainer (ThermoFisher, USA) to be utilized in either real-time metabolism analyzer Seahorse (Agilent, USA) or FACS-Celesta flowcytometry sorting system (BD, USA). Colon flushes (CF) were collected from the colon under aseptic conditions in sterile PBS for microbiome analysis. CF for metabolomic and short chain fatty acids analysis were collected in sterile distilled water. Uterine horns were excised for histopathological investigation with hematoxylin and eosin (H&E) staining and to collect uterine horn lavage fluid (ULF).

### Inflammatory cell counting of peritoneal fluid and uterine lavage fluid

PF was collected by injecting the mice under deep anesthesia by isoflurane, then the skin of abdominal wall was opened to expose the peritoneal sac. Five milliliters of sterile PBS were intraperitoneally injected and the mouse then rolled thoroughly for 3 – 5 minutes to elute all the peritoneal traces and cells. ULF was collected by slow-passing 2 – 3 ml of PBS and collected in centrifuge tubes. Collected PF and ULF was then transferred to conical tubes for centrifugation and separation of the supernatant and stored at -80°C for analysis. While the pelleted cells were treated with RBC lysis buffer for 30 – 60 seconds and then blocked by using cold 10%-FBS buffer and washed with cold FACS for cell counting. Cells were resuspended in FACS buffer for counting by using Trypan blue staining and TC20 automated cell counter (40).

### Mononuclear cell isolation and T cells subset determination from peritoneal fluid

Briefly, peritoneal fluid was collected in cold FACS and processed into single cell suspension by using RBC lysis buffer (Sigma-Aldrich, USA) for about 60 seconds and then washed with cold FACS. Then all samples were filtered with 70µm strainer (ThermoFisher, USA), centrifuged at 4°C, 1000 RPM for 10 minutes and then the cell pellets were resuspended in cold FACS. To determine the T cell and natural killer (NK) subset, isolated cells were stained with anti-CD3-APC and NK1.1-BB515 antibodies (Biolegend, USA), respectively. Finally, the stained samples were analyzed by using BD-FACS Celesta flow cytometry system (BD, USA) and acquired data were visualized by using built-in Diva software (BD, USA) as described before (41).

### Peripheral blood count assessment

Whole blood was obtained via retroorbital vein rupture by using heparinized capillary tubes inserted into medial canthus of isoflurane-anesthetized mice. The collected blood samples were kept in heparinized tube before being transferred to be analyzed by blood-autoanalyzer system, Vetscan HM5 hematology analyzer (Abaxis, USA) for complete blood count assessment.

### ^3^H-Thymidine incorporation assay

To evaluate the proliferative capacity of PF inflammatory cells, 10^5^ cells per well were seeded in DMEM/F12 medium for 12 hours incubated with 1µCui/well of ^3^H-thymidine isotope at 37°C and 5% CO2, then radioactivity was measured using MicroBeta Trilux liquid-scintillation counter to (36, 42).

### Histopathological examination of uterine tissue

Harvested uterine horns were fixed in 4% paraformaldehyde overnight and then stored in PBS at 4°C till the time of sectioning and staining with hematoxylin and eosin (43).

### Colonic microbiota analysis

The collected colonic flushes were prepared for 16s rRNA as described by previous publications (44, 45).

### Measurement of short chain fatty acids levels in colonic flushes

Briefly, colons of study mice were opened and about 100 mg of luminal solid contents were removed and then suspended with distilled water. Collected flushes were centrifuged to separate the supernatant and stored at -80°C for future use. At time of SCFA analysis, all samples were thawed gradually in ice box and then acidified by hydrochloric acid (HCL) before adding 4-methylvaleric acid as internal standard. Gas chromograph CP-3800 (Varian) and spectrometry mass (GC-MS) system was used to quantify the SCFAs. Varian MS Workstation (version 6.9.2) was used to collect and analyze acquired data. Finally, the linear equation was used to calculate the concentrations of SCFAs in each sample (41, 46).

### Glycolytic and tricarboxylic acid metabolites measurement and metabolome profiling

Serum was separated from study mice and used for metabolic extraction by using liquid chromatograph mass spectrometry (LC-MS) as described in our previous study (36). Briefly, metabolites derived from the TCA and glycolysis were characterized by using 5mM of ammonium acetate (pH9.9) and other buffers in assistance of Luna 3µM NH2 100 A° chromatography column (Phenomenex, CA). All identified metabolites were normalized to internal standard (47).

### Real-time metabolism analysis of mitochondrial respiration by XFp Seahorse analyzer

These two metabolic pathways were evaluated by using real-time metabolism analyzer Seahorse (Agilent, USA) according to the manufacturer’s protocols. The principle of measurements was based on the calculation of oxygen consumption rate (OCR) and extra cellular acidification rate (ECAR). Cells (3X10^5^) taken from single cell suspension of PF was seeded into XFp miniplates by assistance of Cell-Tak biological adhesive (Corning, USA). At the end of analyzer run, Hoechst 33342 dye (Invitrogen, USA) was applied to the plate wells to count the remaining live cells in order to normalize the acquired data based on the number of living cells used in this run. Counting of live cells was performed by using automated imaging microscope, Cytation5 Imaging System (BioTek, USA). Generated data by Seahorse were transferred to be interpreted by Seahorse Wave Desktop Software (Agilent, USA) to calculate the kinetic energy (36).

### Statistical analysis

All experiments of this study were repeated 3 independent times. Sample sizes varied between 3 – 5 mice per group and the numbers are stated in the figure legend. Metabolomes were normalized and analyzed as Log2 examined by t-test by using R-studio (R Studio Inc, USA) as described previously (36). One-Way ANOVA test was applied whenever there were more than two groups to compare with multiple Tukey’s correction. The t-test was applied with Holm-Sidak correction method to compare two groups. p<0.05 considered as significant threshold and the levels were depicted as: *p<0.05, **p<0.01, ***p<0.001 and ^#^p<0.0001. When statistical comparison includes more than three groups, different lowercase letters were used to depict significant differences among these groups. For example, groups having the same letters ‘a’ would be insignificant while groups depicting ‘a’ and ‘b’ would be statistically significant.

## Results

### Endometrial transplants in OVX mice trigger an exacerbated inflammatory response in the peritoneal cavity and peripheral blood

At fourteen days post-receiving endometrial transplantation, local and systemic immunologic responses were evident (**Figures 2**, **3**). Histopathological investigation of uterine horns excised from the four groups of mice using H&E staining showed that in the OVX+END group there was an increase in the inflammatory cells (yellow arrows) to the endometrium as well as myometrium (**Figures 2A, B**) when compared to the control OVX+Veh or Naive groups. By using ImageJ software, the statistical analysis showed significant increase in the number of inflammatory cells (mostly neutrophils) in the endometrium (endometritis) as well as in myometrium (myometritis) of OVX+END group in comparison with all other study groups (**Figure 2C**). There was also significant augmentation (p<0.05) in the inflammatory cells in the peritoneal cavity of OVX+END group when compared to OVX+VEH or Naïve groups (**Figure 3A**, left panel). Interestingly, the Naïve+END group also behaved similar to OVX+END group. The cell counts in the uterine lumen were not significantly altered in all groups tested (**Figure 2A**, right panel). The total WBC counts in the peripheral blood of the OVX+END group was significantly higher (p<0.05) than the OVX+VEH and naïve mice (**Figure 3B**, right panel). The percentage of NK cells were higher in the OVX+END group when compared to other groups (**Figure 3C**). The total number of CD3^+^ T cells and CD3^+^NK^+^ cells in the peritoneal cavity were found to be significantly increased (p<0.05) in the OVX+END group when compared to Naïve or OVX+VEH groups (**Figures 3D, E**). The percentage of lymphocytes and neutrophils in the peripheral blood were studied too. When we tested the percentage of lymphocytes in the blood, it was decreased in all groups when compared to the naïve group (**Figure 3F**). The neutrophil percentage in the peripheral blood of mice transplanted with endometrial tissue (Naïve+END, OVX+END) was significantly higher (P<0.05) than in the non-transplanted mice (**Figure 3G**). ^3^H-thymidine incorporation assay was performed to estimate the proliferative capacity of the inflammatory cells in the peritoneal fluid and to assess the ability of these cells to proliferate. Interestingly, the results showed that there was significant increase (p<0.05) in proliferation capacity of inflammatory cells isolated from OVX+END group when compared to Naïve or OVX+VEH group. The Naïve+END mice also demonstrated a similar response as the OVX+END mice (**Figure 3H**). Overall, the results indicated that the endometrial transplants in OVX mice were associated with an exacerbated inflammatory response in the peritoneal cavity and peripheral blood. It was interesting to note that naïve mice that received the endometrial transplant (Naïve+END), also exhibited some immunological changes like OVX+END group such as increase in the percentages of neutrophils while with respect to most of the immunological profiles studied, they behaved like the naïve controls.

**Figure 2:**
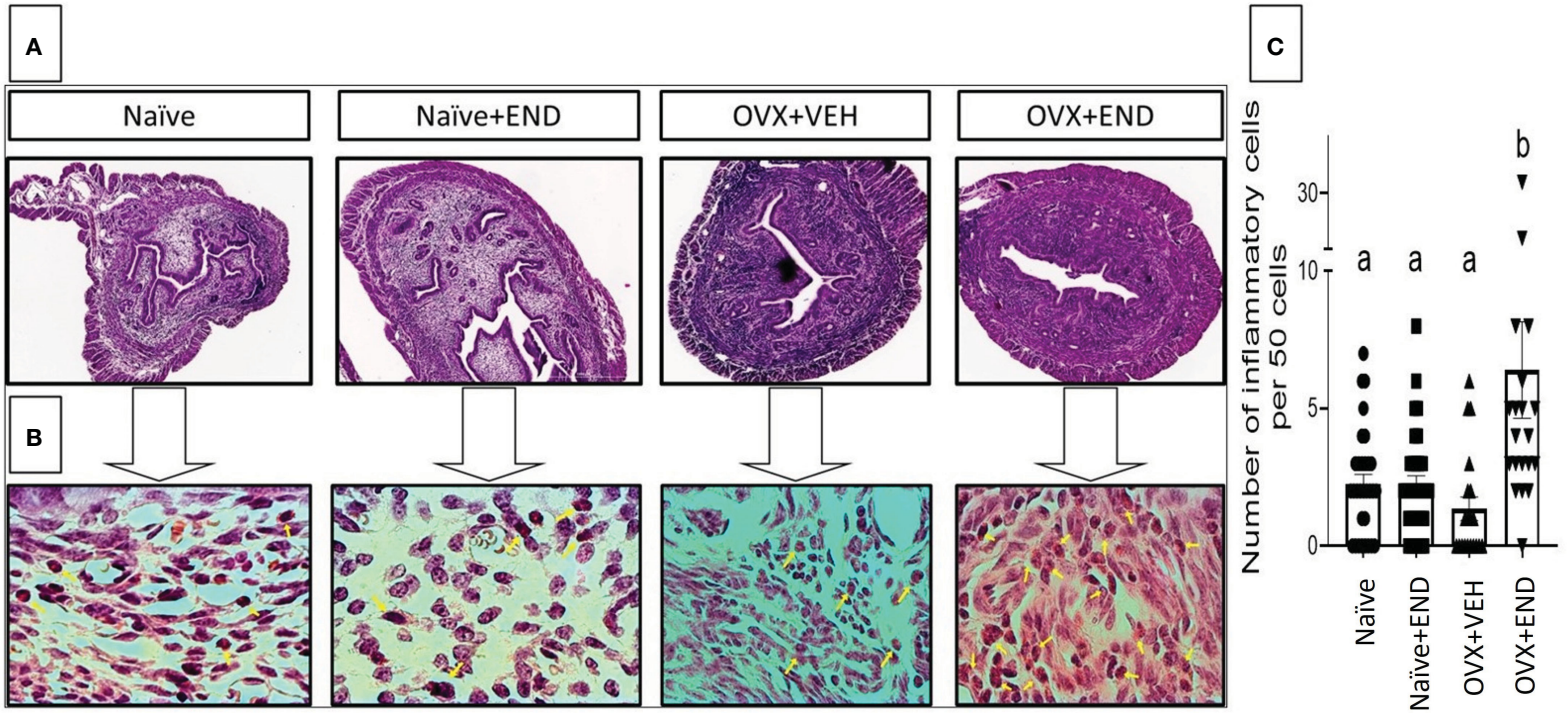
Histopathological investigation of uterine horn 14 days post-endometrial tissue transplantation. H&E-stained cross-sections of uterine horn of different experimental groups, (n=4) examined under **(A)** 4X and **(B)** 100X; yellow arrows point the inflammatory cells in the uterine parenchyma. **(C)** Statistical analysis of counted inflammatory cells per 50 cells in every examined field (n= 20–31) calculated by One-way ANOVA test. Different lowercase letters depict significant differences when p<0.05. For detailed P-value, please check **Supplementary Table S1**.

**Figure 3:**
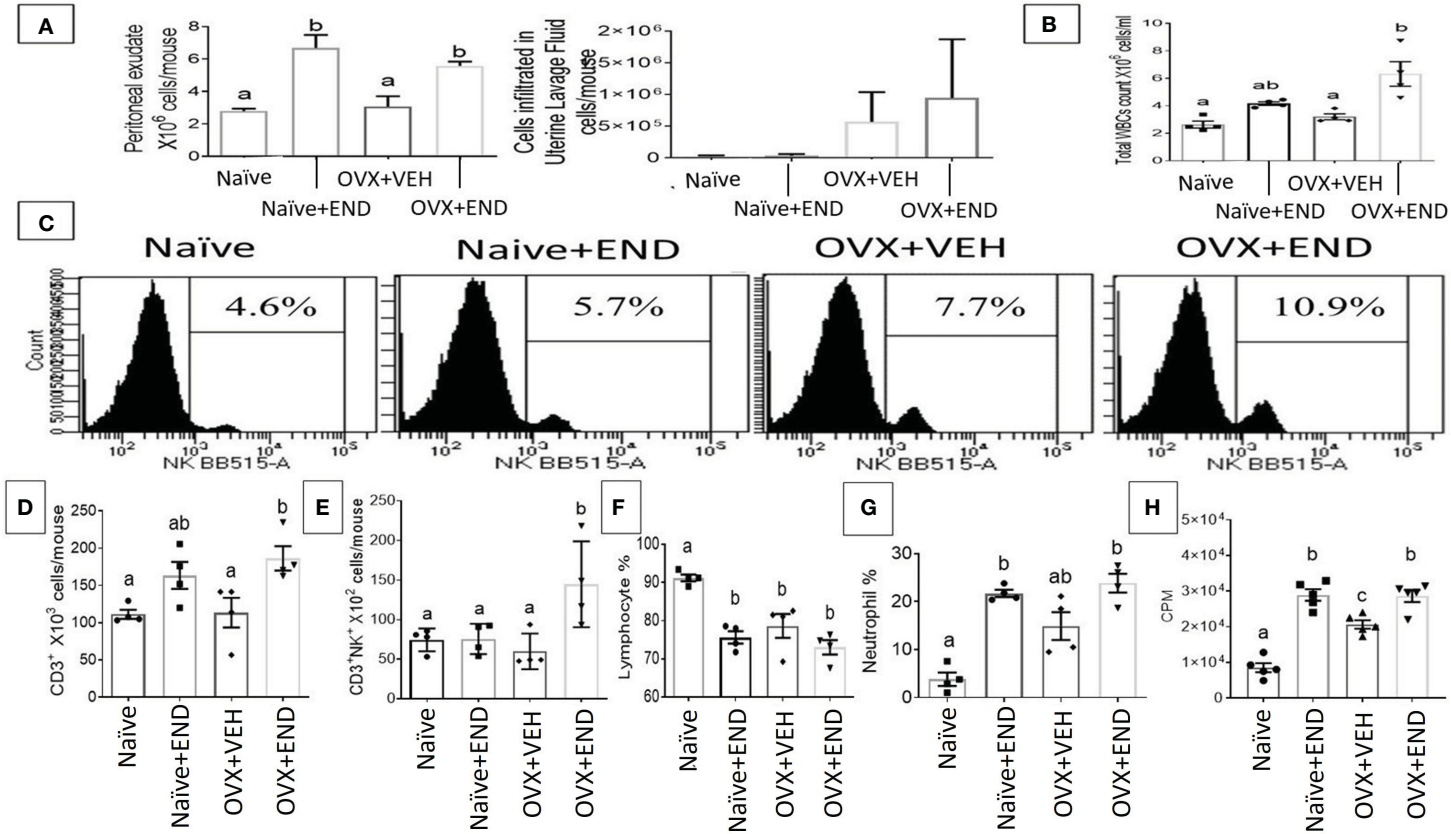
Evaluation of endometriosis induction 14 days post-endometrial tissue transplantation. **(A)** Total number of inflammatory cells in the peritoneal cavity (left) and uterine lavage fluid (right) counted by using hemocytometer chamber with trypan blue dye. **(B)** Total white blood cells in peripheral blood measured by Vetscan HM5, (n=4). **(C)** Flow cytometry results of peritoneal fluid (PF) cells stained for natural killer (NK) population, (n=4). **(D)** Total number of CD3+ T-lymphocytes in PF, (n=4). **(E)** Total natural killer T-cells (CD3^+^NK^+^) in PF, (n=4). **(F)** Percentage of lymphocyte population in the peripheral blood, (n=4). **(G)** Percentage of neutrophil population in the peripheral blood, (n=4). **(H)** Proliferation of inflammatory cells in the peritoneal cavity isolated from different study groups detected using ^3^H-thymidine-incorporation assay, (n=5). One-way ANOVA statistical analysis used for panels **(B, D-H)**. Different lowercase letters depict significant differences when p<0.05. CPM, Counts per minute, For detailed P-value, please check **Supplementary Table S2**.

### Endometrial transplantation in Naïve or OVX mice leads to enhanced gus-enriched bacteria like Ruminococcus spp

Investigation of gut microbial communities via sequencing the 16s rRNA V3-V4 regions showed that there was dysbiosis in the microbial environment of the colon in all experimental groups compared to the Naïve group (**Figure 4**). 

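Colonic contents of 16 female BALB/c mice were compared, 4 in each group, collected on day 21. This was 14 days after the transplant or its vehicle in the groups given either, and 21 days after ovariectomy in the OVX groups. Naïve mice had no treatment, so Naïve+END and both OVX groups differ from them by the injection as well. The V3-V4 region of the bacterial 16S rRNA gene was amplified and sequenced as 1 library per mouse. The deposited tables hold whole read counts per mouse for 26 genus-level taxa from 613 operational taxonomic units, of which 13 are named to genus. Of the others 1 holds the unassigned reads, and the rest carry only the name of a family or an order. A further table holds the gene counts that PICRUSt predicted from these taxa for 328 KEGG level 3 pathways. How the reads were filtered, grouped and classified, and with which program versions, is not given in the sources used here.

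The Naïve libraries held 18516 to 29533 reads, the Naïve+END libraries 17613 to 22734, the OVX+VEH libraries 22392 to 37059 and the OVX+END libraries 25612 to 60406. A taxon without a read in a whole group can still hold up to 0.00387% of it in Naïve+END and up to 0.00166% in OVX+END, for counting error only. Shares are percentages of all reads of a mouse, given as the mean ± SD of 4 mice. Fold changes of taxa, their standard errors (SE) and adjusted p-values are from edgeR's quasi-likelihood test, which covered 23 taxa with reads in at least 4 mice. Those of pathways are from limma on log2 shares of the predicted counts, which covered 241 pathways. Exact permutation tests of 4 mice against 4 were two-sided over 70 arrangements, so that their smallest p is 0.0286. The paper states that every 4 mice were housed in the same cage, and the labels name no cage, so a shared cage cannot be told apart from a group. Both OVX groups received diethylstilbestrol (DES, 100 µg/kg), a synthetic estrogen, and the Naïve groups none. Ovariectomy and DES therefore cannot be told apart between OVX and Naïve mice. OVX mice also had anaesthesia, surgery and an analgesic, and the paper describes no sham operation in Naïve mice. These cannot be told apart from the loss of the ovaries either. The labels give 5 mg of transplanted tissue and the paper about 35 µg.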

Bioinformatic analysis of our collected data showed that the commensal bacteria of individual mice were clustered closely within their own group, while the 4 groups tested showed clear segregation (**Figure 4A**). 

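The same taxa dominated all 4 groups. Clostridiales reads of an unnamed family made up 40.4% ± 0.286 (SD, n = 4) of the reads in OVX+END and 42.2% ± 0.537 (SD, n = 4) in OVX+VEH, with the other groups between these values. The Bacteroidales family S24-7 ranged from 29.7% ± 0.349 (SD, n = 4) in Naïve to 33.1% ± 2.17 (SD, n = 4) in OVX+VEH. Mice of 1 group lay closer to each other on average than to mice of other groups. The mean Bray-Curtis distance of genus-level shares was 0.0258 within groups (0.00881 to 0.0631) and 0.0574 between them (0.0280 to 0.0882), and the nearest mouse was of the same group for 16 of 16 mice. Group membership accounted for an R2 of 0.765 (permutation test on distances, p = 0.0001, the smallest p that the permutations drawn can give). Between pairs of groups, R2 was 0.792 for OVX+VEH against Naïve, 0.694 for Naïve+END against Naïve, 0.587 for OVX+END against OVX+VEH and 0.536 for OVX+END against Naïve+END. Each of these pairs had an exact permutation p of 0.0286, the smallest that the 35 splits of the mice allow. On the presence of taxa alone (Jaccard distance), R2 of OVX+END against Naïve+END was 0.419 with an exact permutation p of 0.0571. On Aitchison distances, which rest on log-ratios, R2 was 0.552 for the 4 groups (permutation p = 0.0001). It was 0.400 for OVX+VEH against Naïve, 0.329 for Naïve+END against Naïve, 0.568 for OVX+END against OVX+VEH and 0.518 for OVX+END against Naïve+END. The ranking of the pairs thus depended on the distance. For OVX+END against Naïve, R2 was 0.841 on Bray-Curtis and 0.226 on Aitchison distances (exact permutation p = 0.0286 and 0.0571). None of these distances uses a phylogenetic tree.

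**Figure D1:**
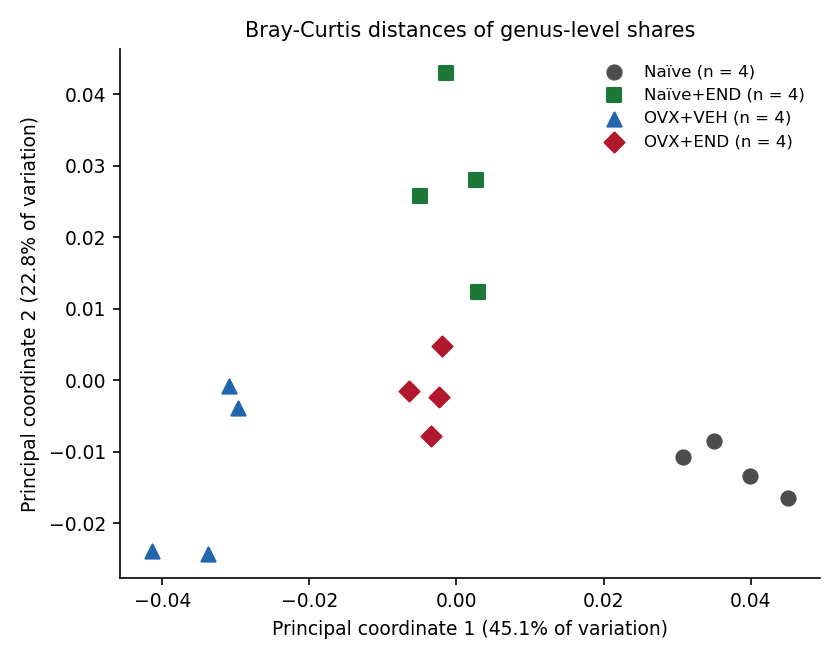
Principal coordinates of the Bray-Curtis distances between the genus-level shares of the 16 mice, with 1 point per mouse coloured by group and the percentage of variation on each axis. The first axis holds 45.1% and the second 22.8% of the variation.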

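Anaeroplasma, a genus of bacteria without a cell wall, held 6.61% ± 0.390 (SD, n = 4) of the reads in Naïve mice and 0.602% ± 0.0560 (SD, n = 4) in OVX+VEH mice. It fell in OVX+VEH against Naïve with a log2 fold change of -3.56 (SE 0.097, adjusted p = 8.3e-16 from edgeR). Every Naïve mouse had a higher share than every OVX+VEH mouse (exact permutation p = 0.0286). Anaeroplasma was the only genus of its family and order in the table, so the shares of Anaeroplasmataceae and Anaeroplasmatales equal its own. The class Mollicutes and the phylum Tenericutes add only the order RF39 and held 6.63% ± 0.385 (SD, n = 4) in Naïve. The order Clostridiales, of anaerobic Firmicutes, held 62.1% ± 0.745 (SD, n = 4) in the same mice. Reads assigned to Clostridiales and to none of its families made up 0.380% ± 0.0855 (SD, n = 4) in Naïve and 0.258% ± 0.0547 (SD, n = 4) in Naïve+END. They fell in Naïve+END against Naïve (log2 fold change -0.69, SE 0.19, adjusted p = 0.0059 from edgeR), while the groups overlapped (exact permutation p = 0.0857).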

A cladogram generated from linear discriminant analysis effect size (LEfSe) demonstrated that Clostridiales_order, Tenericutes phylum and its down tree ancestry, Mollicutes class, Anaerplasmatales order, Anaeroplasmaceae family, and Anaeroplasma genus constituted the detectable commensal bacteria in the guts of the Naïve group (**Figure 4B**). The Naïve+END and OVX+END mice showed simultaneous deviation from Naive and OVX+VEH gut microbiotas and showed similarities between each other with the enrichment of Phylum Tenericutes, Class Mollicutes, Order Aneroplasmatales, and Genus Aneroplasma. 

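Anaeroplasma rose with the transplant in ovariectomized mice and fell with it in mice that kept their ovaries. In OVX+END it reached 2.89% ± 0.189 (SD, n = 4), a log2 fold change of 2.29 against OVX+VEH (SE 0.094, adjusted p = 5.8e-13 from edgeR). In Naïve+END it held 3.23% ± 0.279 (SD, n = 4), a log2 fold change of -1.16 against Naïve (SE 0.087, adjusted p = 7.3e-09). The effect in OVX mice minus that in Naïve mice was 3.45 on the log2 scale (SE 0.13, adjusted p = 1.1e-13). Between OVX+END and Naïve+END the log2 fold change was -0.11 (adjusted p = 0.36). The phylum Tenericutes had log2 fold changes of 2.31 in the OVX pair (adjusted p = 4.9e-12) and -1.14 in the Naïve pair (adjusted p = 2.2e-08). RF39, another order of Mollicutes, had no read among the 112639 of OVX+VEH and 45 reads in OVX+END, at least 9.33-fold higher by share over a floor of 3 counts for the group. In the Naïve pair RF39 rose from 0.0156% ± 0.0106 (SD, n = 4) to 0.0484% ± 0.0189 (SD, n = 4), with an edgeR log2 fold change of 1.39 (SE 0.46, adjusted p = 0.0243). This call ended without any of Naïve 1, 2 or 3 or Naïve+END 1 or 4, at adjusted p of 0.0508 to 0.0829.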

Lacnospiraceae family and its Coprococcus genus, Ruminococcus genus, and *Ruminococcus gnavus* were commensal biomarkers in the Naïve+END group that were not present in the Naïve group (**Figure 4B**). Also, Clostridiales order was the biomarker bacteria in the colons of OVX+VEH (**Figure 4B**). 

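Lachnospiraceae, a family of anaerobes with many butyrate producers, rose in Naïve+END. It held 7.74% ± 0.269 (SD, n = 4) of the reads in Naïve+END and 5.14% ± 0.189 (SD, n = 4) in Naïve, a log2 fold change of 0.47 (SE 0.059, adjusted p = 7.1e-06 from edgeR). In OVX+VEH it held 4.92% ± 0.215 (SD, n = 4) and in OVX+END 5.12% ± 0.223 (SD, n = 4). Most of the rise lay in Lachnospiraceae of an unnamed genus, at 7.04% ± 0.269 (SD, n = 4) in Naïve+END and 4.65% ± 0.178 (SD, n = 4) in Naïve. Lachnospiraceae reads assigned to none of its genera numbered 34 in Naïve+END, with no read in the other groups, a share at least 13.7-fold higher than in Naïve over a floor of 3 counts for the group. The share of Coprococcus was 0.330% ± 0.0423 (SD, n = 4) in Naïve+END and 0.240% ± 0.0338 (SD, n = 4) in Naïve (log2 fold change 0.33, adjusted p = 0.13 from edgeR, exact permutation p = 0.0571). Beside this exact permutation p, Tukey's test on the percentages gave 0.0225 for Coprococcus in this pair, and it was above 0.05 without any of Naïve 2 or 4 or Naïve+END 1 or 3 (p = 0.0564 to 0.0740). Ruminococcus fell from 1.58% ± 0.129 (SD, n = 4) in Naïve to 1.13% ± 0.0944 (SD, n = 4) in Naïve+END, with a log2 fold change of -0.60 (SE 0.099, adjusted p = 1.1e-04 from edgeR). The table stops at the genus and names no Ruminococcus gnavus. The genus in brackets, [Ruminococcus], is the Lachnospiraceae genus under which such names place that species. It held 0.177% ± 0.0398 (SD, n = 4) in Naïve and 0.196% ± 0.0163 (SD, n = 4) in Naïve+END, from 170 and 152 reads (log2 fold change 0.017, adjusted p = 0.95 from edgeR).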

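The order Clostridiales held 65.2% ± 2.28 (SD, n = 4) of the reads in OVX+VEH, 65.5% ± 2.41 (SD, n = 4) in Naïve+END and 64.1% ± 0.791 (SD, n = 4) in OVX+END. Its share in 4 of 4 OVX+VEH mice lay above that of every Naïve mouse (exact permutation p = 0.0286), and overlapped between OVX+VEH and OVX+END (exact permutation p = 0.371). The direction of OVX+VEH against Naïve depended on the scaling. It had an edgeR log2 fold change of -0.027 with TMM (adjusted p = 0.61), 0.068 with library totals (adjusted p = 0.0488) and 0.17 with DESeq2 size factors (adjusted p = 0.0429). Within the order, [Ruminococcus] fell in OVX+VEH to 0.0222% ± 0.0140 (SD, n = 4), from 25 reads, with a log2 fold change against Naïve of -3.08 (SE 0.33, adjusted p = 7.9e-07 from edgeR). Dorea had 10 reads over 4 Naïve mice and no read in OVX+VEH, a share at least 4.02-fold lower over a floor of 3 counts for the group. Ruminococcaceae of an unnamed genus rose from 5.01% ± 0.269 (SD, n = 4) in Naïve to 7.33% ± 1.63 (SD, n = 4) in OVX+VEH, with a log2 fold change of 0.45 (SE 0.13, adjusted p = 0.0167 from edgeR). This call ended without Naïve 1 (adjusted p = 0.0785) or OVX+VEH 2 (adjusted p = 0.0559).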

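Of 23 taxa tested at the genus level, 15 differed among the 4 groups. With the transplant in OVX mice 6 taxa rose and 1 fell. Dehalobacterium fell from 0.254% ± 0.0254 (SD, n = 4) in OVX+VEH to 0.149% ± 0.02 (SD, n = 4) in OVX+END (log2 fold change -0.74, SE 0.19, adjusted p = 0.0082 from edgeR). Anaerostipes, a butyrate producer, rose from 0.0518% ± 0.0138 (SD, n = 4) to 0.0949% ± 0.0227 (SD, n = 4) in the same pair (log2 fold change 0.92, SE 0.29, adjusted p = 0.0233 from edgeR), a call that ended without any of OVX+VEH 3 or 4 or OVX+END 2 or 3 (adjusted p = 0.0510 to 0.0789). With the transplant in Naïve mice 3 taxa rose and 7 fell. Lactobacillus, a genus of lactic acid bacteria, fell from 0.161% ± 0.0541 (SD, n = 4) to 0.0913% ± 0.00952 (SD, n = 4), with a log2 fold change of -0.94 (SE 0.24, adjusted p = 0.0043 from edgeR). Oscillospira fell from 9.01% ± 0.167 (SD, n = 4) to 8.28% ± 0.778 (SD, n = 4). Its log2 fold change of -0.25 (SE 0.049, adjusted p = 5.6e-04 from edgeR) lost its call without Naïve+END 3 (adjusted p = 0.0549) or 4 (adjusted p = 0.0538). Naïve+END 1 held 9.45%, above the Naïve mean. The mean shares fell by less than this fold change. Library totals in place of TMM shifted the median log2 fold change of taxa in this pair by 0.12. In OVX+VEH against Naïve 1 taxon rose and 9 fell, in OVX+END against Naïve+END 3 rose and 5 fell, and the transplant effect differed between OVX and Naïve mice for 6 taxa.

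Of 78 exact permutation tests on 13 taxa and 6 pairs of groups, 45 had no overlap between the groups (p = 0.0286, adjusted p = 0.0495). The 13 taxa count the same reads more than once. Anaeroplasma, its family and its order have equal shares, and Mollicutes and Tenericutes have equal shares too. The adjusted p depends on these repeated tests, so it is not independent evidence for each taxon. The split of rises and falls moved with the scaling. On centred log-ratios, which shift the median log2 fold change of OVX+VEH against Naïve by 0.74 and of OVX+END against Naïve+END by 0.63, 9 taxa rose and 4 fell in the former pair and 8 rose and 2 fell in the latter. For the Naïve pair 6 rose and 5 fell with library totals or with the most abundant taxon left out, and 5 rose and 4 fell with limma on log2 shares.

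**Figure D2:**
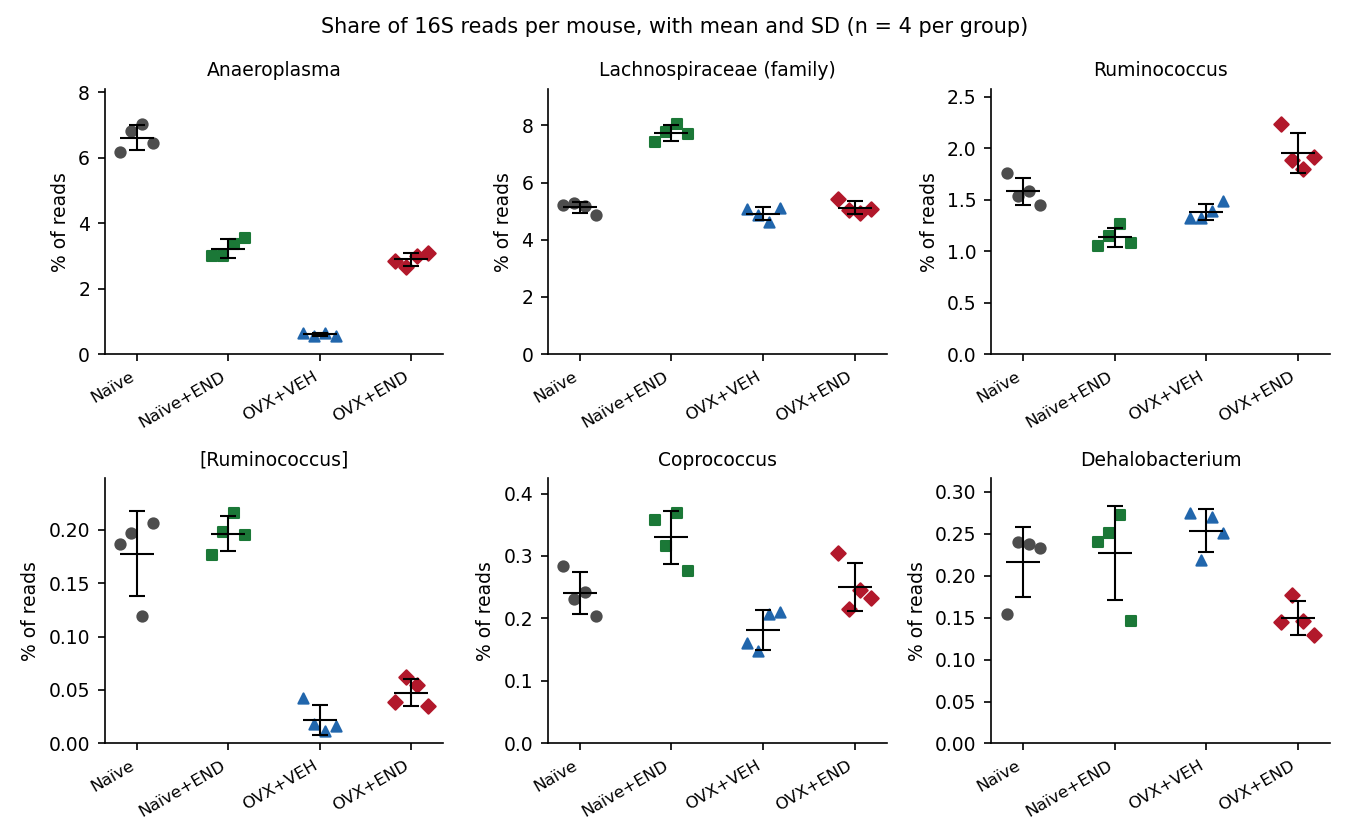
Percentage of all reads in each mouse for Anaeroplasma, the family Lachnospiraceae, Ruminococcus, [Ruminococcus], Coprococcus and Dehalobacterium. Points are mice, lines and bars are the mean ± SD of the 4 mice of a group, and Anaeroplasma lies lowest in the OVX+VEH mice.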

Statistical analysis of occupational taxonomy units (OTUs) of bacteria showed significant alterations (p<0.05) among the study groups (**Figure 4C**). Furthermore, linear discriminant analysis (LDA) scores set at >2-fold change among the study groups (Naïve, Naive +END, OVX+VEH and OVX+END), using PICRUST-generated level 3 KEGG pathways of 16s rRNA data revealed that there was no biomarker functional pathway of the bacteria for Naïve+END group (**Figure 4D**). 

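Between Naïve+END and Naïve mice 76 predicted pathways rose and 54 fell (limma, adjusted p under 0.05). Steroid hormone biosynthesis fell from 0.0134% ± 0.00147 (SD, n = 4) of predicted genes to 0.0110% (log2 fold change -0.27, SE 0.055, adjusted p = 9.3e-04 from limma). Retinol metabolism had a log2 fold change of -0.22 (SE 0.019, adjusted p = 7.4e-07) and drug metabolism by cytochrome P450 one of -0.23 (SE 0.024, adjusted p = 4.2e-06). The phosphotransferase system, by which bacteria take up sugars, rose from 0.249% to 0.271% (log2 fold change 0.12, adjusted p = 2.3e-05), and nitrotoluene degradation rose with a log2 fold change of 0.22 (SE 0.052, adjusted p = 0.0035). Of the 182 pathways that differed among the 4 groups, the mean was highest in Naïve+END for 67, in OVX+VEH for 53, in Naïve for 37 and in OVX+END for 25. The changes were small, with a median absolute log2 fold change of 0.037 and 109 of 130 under 0.1. On centred log-ratios limma called 0 pathways in this pair, with 24 at an unadjusted p under 0.05, while on the predicted counts 45 rose and 63 fell by edgeR and 53 rose and 70 fell by DESeq2. Linear discriminant scores were not analysed here.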

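Many predicted pathways differed by small amounts between OVX+VEH and Naïve and between OVX+END and OVX+VEH. Between OVX+VEH and Naïve mice 81 pathways rose and 62 fell by limma. Peptidoglycan biosynthesis, which builds the bacterial cell wall, rose from 0.740% ± 0.00130 (SD, n = 4) to 0.764% ± 0.00167 (SD, n = 4), a log2 fold change of 0.046 (SE 0.0022, adjusted p = 3.2e-09 from limma). Ion channels, a rare pathway, fell from 0.00226% to 0.000914% of predicted genes, with a log2 fold change of -1.27 (SE 0.14, adjusted p = 4.8e-06). In OVX+END against OVX+VEH 54 pathways rose and 28 fell. Ether lipid metabolism, also rare, rose from 0.000457% to 0.00110% of predicted genes (log2 fold change 1.27, SE 0.11, adjusted p = 4.2e-06). The phosphotransferase system fell with a log2 fold change of -0.18 (SE 0.016, adjusted p = 4.2e-06). In OVX+END against Naïve+END 52 rose and 55 fell, and retinol metabolism rose with a log2 fold change of 0.28 (adjusted p = 2.0e-07).

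Figure 4D names 34 pathways and categories as markers of 3 of the groups, chosen by the study on these samples, so their counts are not independent evidence. Among them 31 differed among the groups, and the highest group mean was 1.00 to 1.17 times the lowest. The mean was highest in OVX+VEH for 13 of its 19 markers, in Naïve for 6 of its 8 and in OVX+END for 0 of its 7, although 7 of these 7 differed among the groups by limma. Of the 11 level 3 pathways marked for OVX+VEH, 9 rose in OVX+VEH against Naïve and 4 fell in OVX+END against OVX+VEH. The 5 marked for OVX+END rose, 5 of 5, in OVX+END against OVX+VEH and fell, 5 of 5, in OVX+VEH against Naïve. Of the 3 marked for Naïve, 3 fell in Naïve+END and 2 in OVX+VEH, each against Naïve. In Naïve+END against Naïve 5 of the 11 OVX+VEH markers rose and 4 fell (5 and 5 adjusted over the list alone), and in OVX+END against Naïve+END 5 rose and 2 fell (6 and 3 adjusted over the list alone). Of the 5 marked for OVX+END, 3 fell in Naïve+END against Naïve and 1 was lower in OVX+END than in Naïve+END. Of the 3 marked for Naïve, 2 rose in OVX+END against OVX+VEH and 1 was lower in OVX+END than in Naïve+END. Adjusted over the list alone, the other counts were equal. On centred log-ratios limma called 5 pathways in OVX+VEH against Naïve, 4 in OVX+END against OVX+VEH and 3 in OVX+END against Naïve+END, with 99, 15 and 16 at an unadjusted p under 0.05.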

The other groups showed different pathways involved in the bacterial metabolism that are related to the host metabolism (**Figure 4D**). Together, these data suggested that each treatment group had a distinct population of bacteria (**Figure 4A**) and that Naïve or OVX mice that received endometrial transplants exhibited enhanced *gus*-enriched bacteria like Ruminococcus spp. which in turn could improve the E2 metabolism as a consequence (**Figure 4B**).

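A list of 7 taxa for the gus gene of β-glucuronidase was fixed before the data were examined. It held the bearers that the paper names, Ruminococcus, [Ruminococcus] for Ruminococcus gnavus, Staphylococcus and Clostridium, and the marker taxa Coprococcus, Lachnospiraceae and Clostridiales of Fig. 4B. Since the table holds no Staphylococcus and no Clostridium, 5 were tested. The paper names each of these 5 as a marker in Fig. 4B. The study chose these markers on the same samples, so their counts are not independent evidence. In OVX+END against OVX+VEH 3 of the 5 rose, namely Ruminococcus, [Ruminococcus] and Coprococcus. Among the 23 taxa tested at the genus level 6 rose in this pair. [Ruminococcus] reached 0.0476% ± 0.0129 (SD, n = 4) in OVX+END, from 87 reads (log2 fold change 1.12, SE 0.34, adjusted p = 0.0215 from edgeR), a call that ended without any of OVX+VEH 3 or 4 or OVX+END 2 (adjusted p = 0.0546 to 0.0648) and whose groups overlapped (exact permutation p = 0.0857). Coprococcus had a log2 fold change of 0.48 (SE 0.17, adjusted p = 0.0359), which lost its call without any of Naïve 2 or 3, OVX+VEH 1 or 2 or OVX+END 1 or 3 (adjusted p = 0.0521 to 0.147). None of the 3 rises was called on centred log-ratios (Ruminococcus 0.26, adjusted p = 0.398), and by Tukey's test p was 0.452 for [Ruminococcus] and 0.0897 for Coprococcus. In Naïve+END against Naïve 1 of the 5 rose, Lachnospiraceae, and 1 fell, Ruminococcus. In OVX+VEH against Naïve 3 fell. Of these, Ruminococcus lost its call without any of Naïve 1 or 3 or OVX+VEH 1, 2 or 3 (adjusted p = 0.0504 to 0.0785) and Coprococcus without any of Naïve 1 or 3 or OVX+VEH 1 or 2 (adjusted p = 0.0624 to 0.106). In OVX+END against Naïve+END 1 was higher and 2 were lower. Adjusted over the list alone, these counts were equal, except for 4 falls in OVX+VEH against Naïve. On centred log-ratios, Ruminococcus and Coprococcus had log2 fold changes above 0 in OVX+VEH against Naïve (0.44 and 0.23). From the marker taxa of Fig. 4B, the paper proposes that mice with endometrial transplants gain gus-bearing bacteria such as Ruminococcus, which could improve estradiol metabolism.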

**Figure 4:**
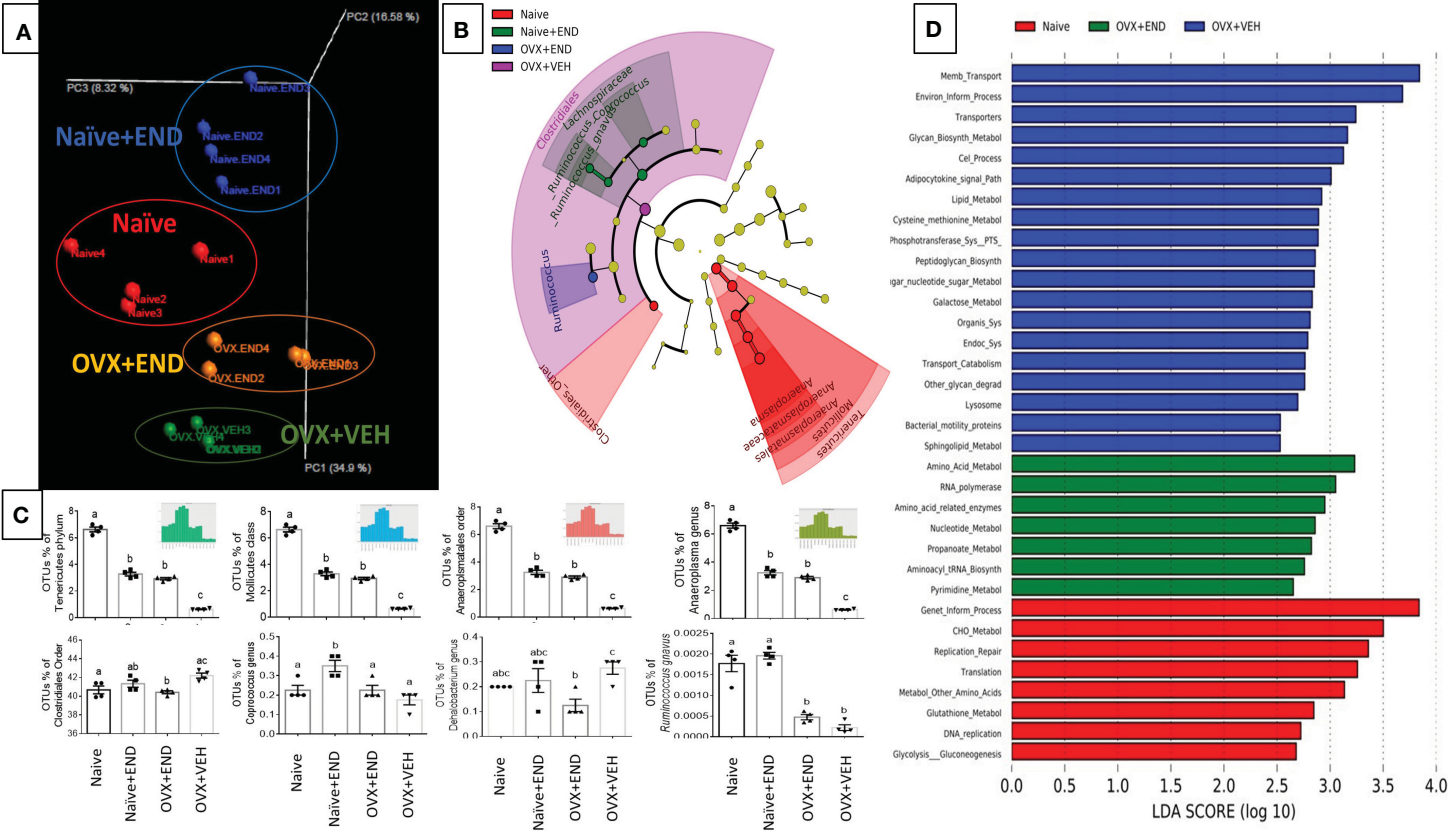
Characterization of bacterial communities and their functional metabolism pathways via 16s rRNA metagenomic analysis. **(A)** Unweighted beta-diversity of the commensal gut microbiome. **(B)** Cladogram using results of the linear discriminant analysis (LDA) model of bacterial hierarchy. **(C)** One-way ANOVA statistical comparisons among the experimental groups based on the percentage of occupational taxonomy units (OTUs) of biomarker bacteria. **(D)** LDA analysis of the microbial metabolic pathways via metagenomic functional prediction of Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUST). Different lowercase letters in **(C)** indicates significant differences when p<0.05. (n=4). For detailed P-value, please check **Supplementary Table S3**.

### Short-chain fatty acids produced by gut microbiota exhibit differential expression following endometrial transplants

Next, we studied the bacterial end-product concentrations in the guts represented by the short chain fatty acids (SCFAs) by using Gas Chromatography-Mass Spectrometry (GC-MS) showed in **Figure 5A**. Upon examination of the 4 groups of mice, the overall trend indicated that significant (p<0.05) decreased levels of acetic acid (**Figure 5B**), propionic acid (**Figure 5C**), butyric acid (**Figure 5D**) and valeric acid (**Figure 5E**) in OVX+END group when compared to the Naïve group. Similar changes were also seen in OVX+VEH group suggesting that ovariectomy and DES treatment had significant impact on colonic SCFAs. The Naïve+END group also exhibited both similarities and differences in SCFAs when compared to the Naïve group thereby suggesting that endometrial transplants in naïve mice also induced some changes in SCFAs. Together, these data suggested that bacterial metabolites, SCFAs, exhibit differential expression following endometrial transplants and because SCFAs also regulate immune cells, the SCFAs may play a role in immune response during endometriosis.

**Figure 5:**
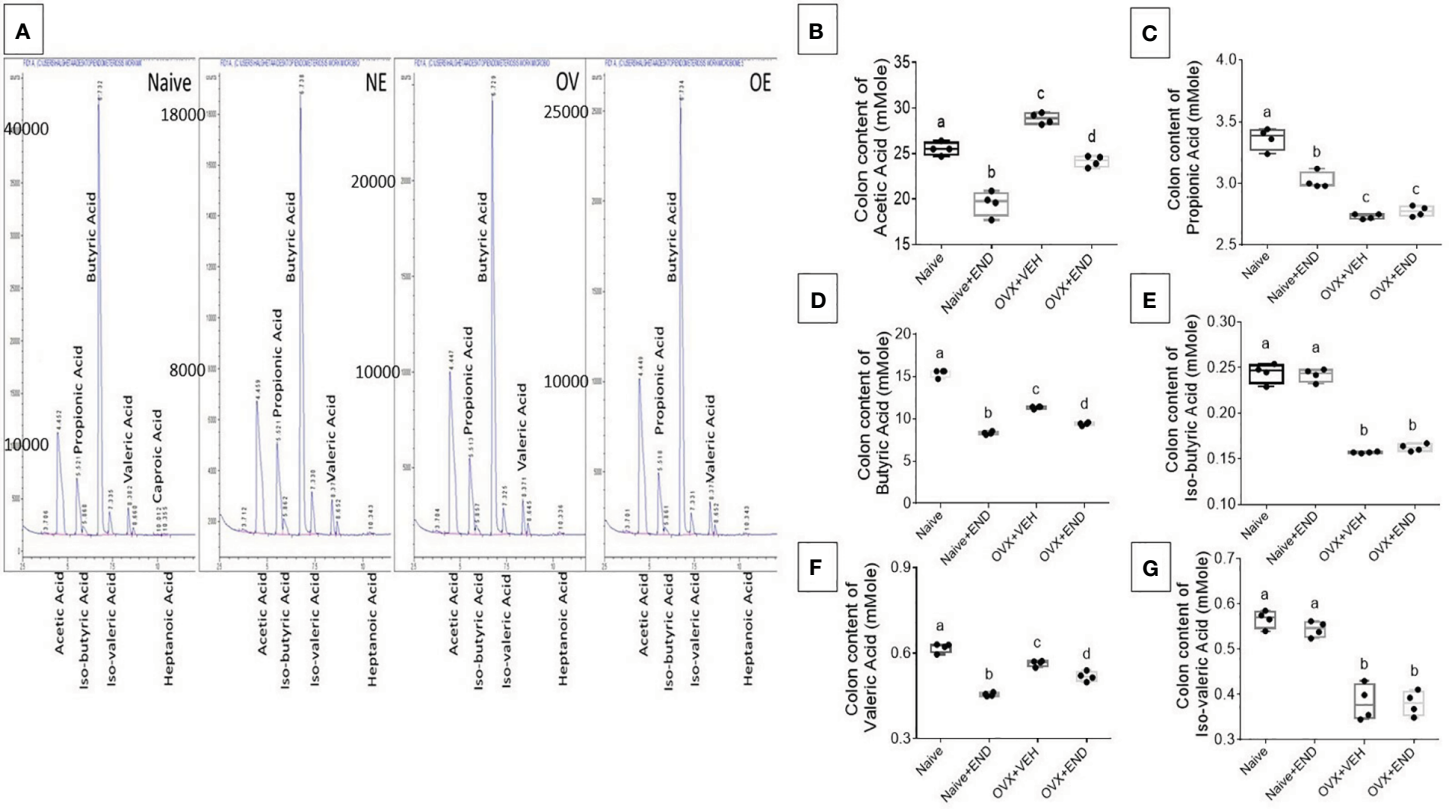
Colonic enrichment of short chain fatty acids (SCFAs). **(A)** GC-MS panels showing peaks of SCFAs. **(B–G)** One-way ANOVA statistical analysis of the colonic content of SCFAs, (n=4). **(B)** Acetic acid. **(C)** Propionic acid. **(D)** Butyric acid. **(E)** Iso-butyric acid. **(F)** Valeric acid. **(G)** Iso-Valeric acid. Different lowercase letters in **(C)** indicates significant differences when p<0.05. For detailed P-value, please check **Supplementary Table S4**.

### Endometrial transplantation enhances the immunometabolism in inflammatory cells and altered plasma metabolome

We next studied the interplay between estrobolome dysregulation of microbiota and their potential influence on the immune cells’ metabolomic response in the endometriosis model using cells from the peritoneal cavity. These cells were seeded into specific culture plates of XFp Seahorse real-time metabolism analyzer before being incubated and analyzed based on calculation of oxygen consumption rate and extracellular acidification rate to estimate the ATP production rate (**Figures 6**, **7**). Real-time metabolism analysis revealed that the basal and stressed mitochondrial respiration of immune cells were significantly (p<0.05) higher in the Naïve+END (**Figures 6A, B**) and OVX+END groups (**Figures 7A, B**) in comparison to non-transplanted mice of Naïve and OVX+VEH groups, respectively. Furthermore, the main source of ATP production in the Naïve group was via mitochondrial respiration (**Figures 6C, D**). However, transplantation of endometrial tissues led to significantly (p<0.05) accelerated mitochondrial ATP production which in turn significantly (p<0.05) increased the total ATP molecules in cells from Naïve+END group (**Figure 6D**). In the OVX groups, endometrial transplantation modified the respiratory pathways of inflammatory cells (**Figures 7B, C**). Stimulating the inflammatory cells in the peritoneal cavity of OVX+END mice led to further significant (p<0.05) increase in the rate of ATP production via mitochondrial and glycolytic processes in comparison with OVX-VEH group (**Figure 7D**). Together, these data suggested that endometrial transplantation-induced immune cells exhibit accelerated metabolic rate.

**Figure 6:**
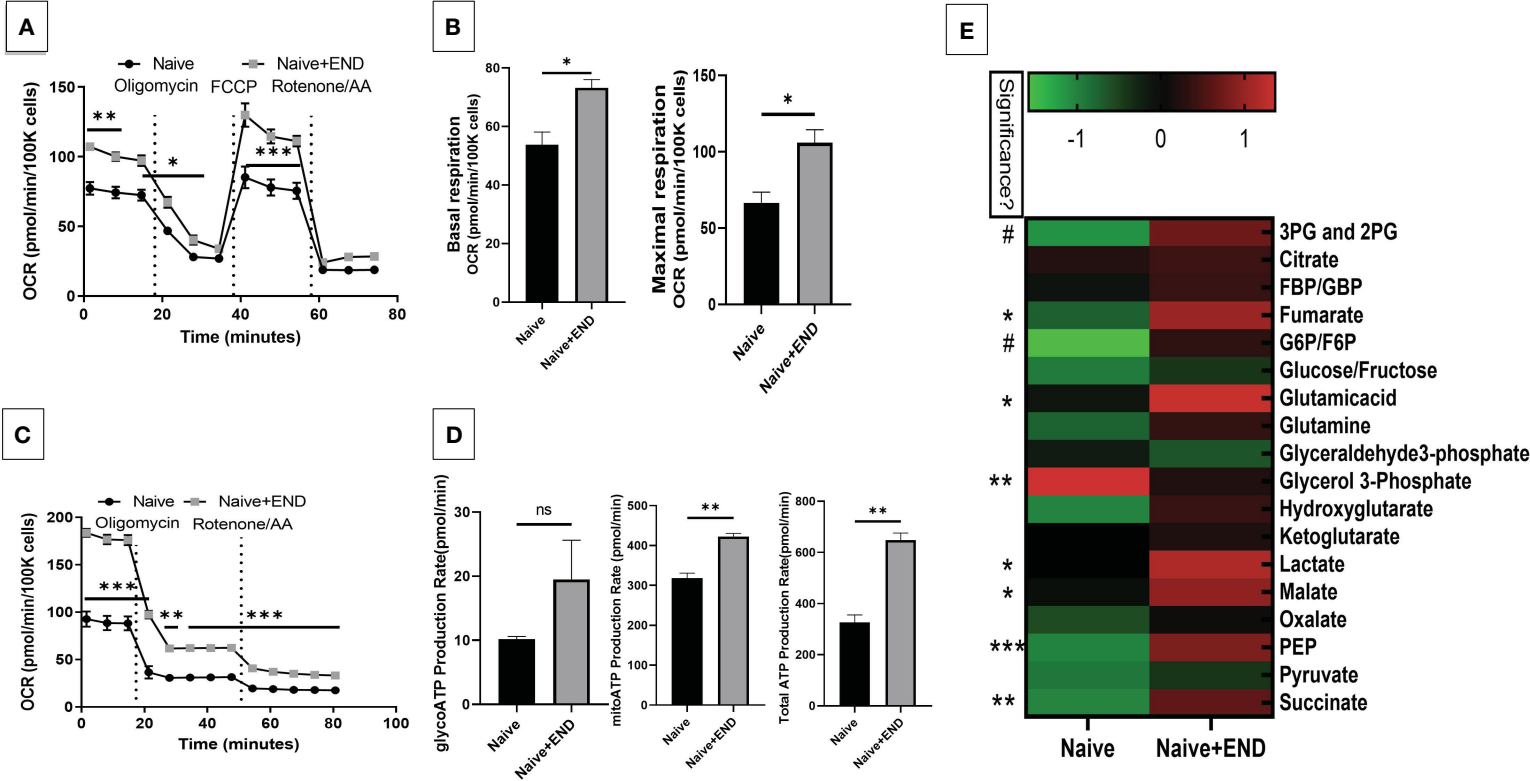
Effect of metabolic pathways of PF inflammatory cells in non-ovariectomized mice. **(A)** Cell Mito Stress test detected by real-time metabolism analyzer Seahorse (n=3). FCCP: carbonyl cyanide p-(trifluoromethoxy)phenylhydrazone. AA: antimycin **(A. B)** Kinetic calculation of basal (left) and maximal (right) mitochondrial respiration. **(C)** ATP production rate test detected by real-time metabolism analyzer Seahorse (n=3). **(D)** Kinetic calculations of glycolytic ATP production rate (left), mitochondrial ATP production rate (middle) and total ATP production rate (right). **(E)** LC-MS showing the plasma metabolomic profile regarding TCA and glycolysis pathways, (n=4). ns, not significant; *p<0.05, **p<0.01, ***p<0.001, #p<0.0001.

**Figure 7:**
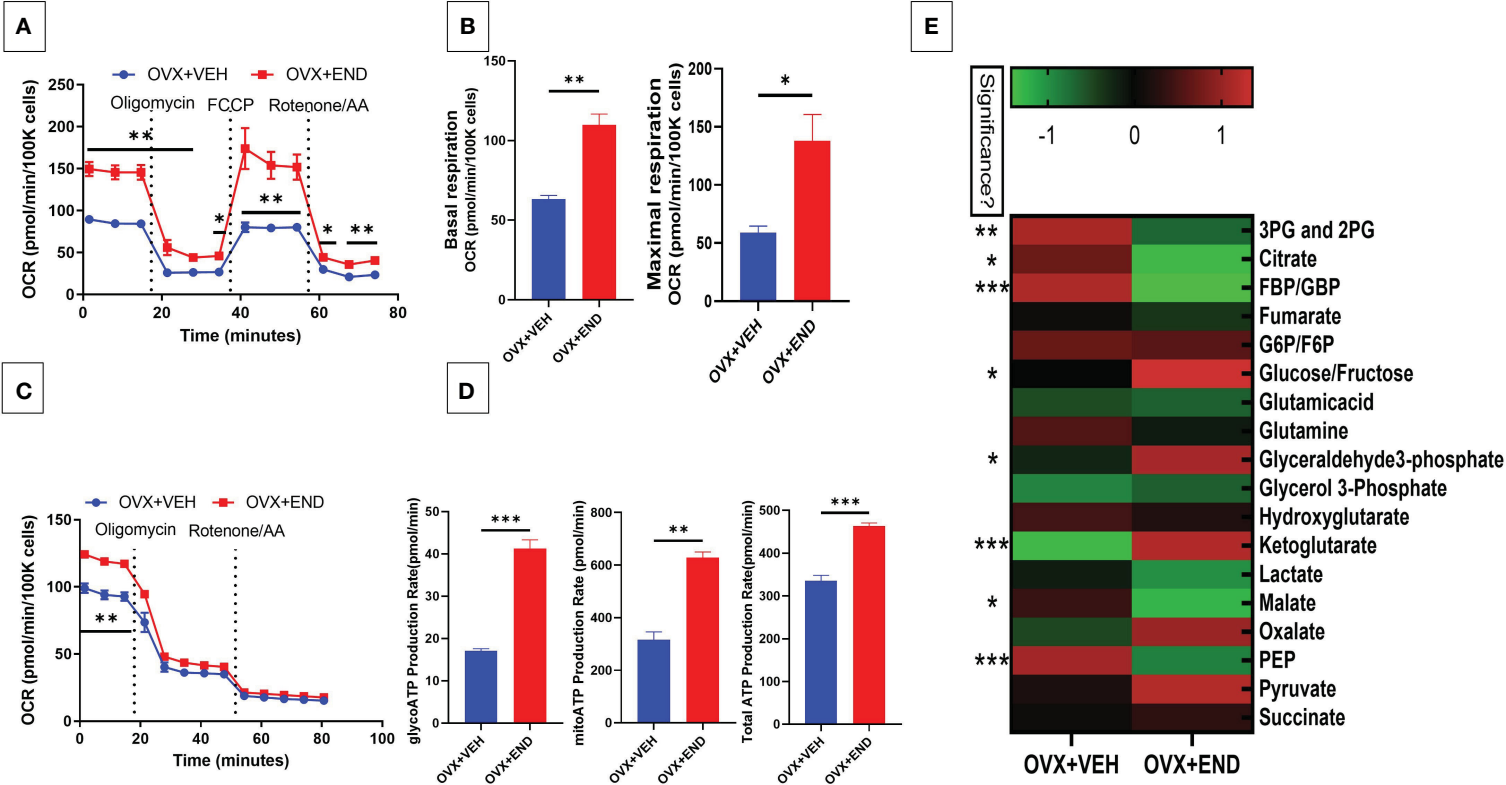
Effect of metabolic pathways of PF inflammatory cells in ovariectomized mice. **(A)** Cell Mito Stress test detected by real-time metabolism analyzer Seahorse (n=3). FCCP: carbonyl cyanide p-(trifluoromethoxy)phenylhydrazone. AA: antimycin **(A. B)** Kinetic calculation of basal (left) and maximal (right) mitochondrial respiration. **(C)** ATP production rate test detected by real-time metabolism analyzer Seahorse (n=3). **(D)** Kinetic calculations of glycolytic ATP production rate (left), mitochondrial ATP production rate (middle) and total ATP production rate (right). **(E)** LC-MS showing the plasma metabolomic profile regarding the TCA and glycolysis pathways, (n=4). *p<0.05, **p0.01, ***p<0.001.

TCA-related metabolites levels, such as fumarate, glutamate, malate and succinate were significantly (p<0.05) higher in Naïve+END group than in Naïve mice (**Figure 6E**). Interestingly, glycolysis-related metabolites such as 3-phosphoglycerate and 2-phosphglycerate (3PG and 2PG), glucose-6-phosphate and fructose-6-phosphate (G6P/F6P) and phosphoenolpyruvate (PEP) were significantly (p<0.05) elevated in the plasma of Naïve+END mice in comparison to Naïve group (**Figure 6E**). Interestingly, when such metabolites were studied in OVX+END mice, some of the metabolites showed opposite results. For example, the levels of 3PG, 2PG, lactate, malate, PEP were decreased while some such as glucose/fructose, glyceraldehyde, ketoglutarate, oxalate, and pyruvate were increased in OVX+END when compared to the OVX+VEH group (**Figure 7E**). It was noteworthy that several of the metabolite expression profile was different between OVX+END vs Naïve+END group (**Figure 6E** vs **Figure 7E**), thereby suggesting that ovariectomy did affect the metabolomic profile in addition to endometrial transplant.

## Discussion

For decades, researchers have investigated the interface between the metabolism and immune response in various physiological and pathological conditions, such as inflammatory bowel diseases (48), cardiovascular disease (49), and in a myriad of cellular models (36, 41, 50–55). The development of endometriosis is regulated by estrogen metabolism and host inflammation, which in turn are influenced by several factors such as the microbiome and the estrobolome (56). However, to date, few estrobolome studies have been performed to investigate the estrogen-microbiome axis across disease (20, 57, 58). While the study of the relationship between the estrobolome-endometriosis-gut microbiome-axis is ripe for discovery, the multifactorial causes of endometriosis add challenges to understanding its pathogenesis (12).

Many studies have been performed that associate endometriosis with changes in gut microbiome (59). It is also well established that endometriosis is a chronic estrogen-dependent inflammatory disease with endometrial stroma and glands outside the uterine cavity (60). However, whether there is cross-talk between gut dysbiosis and inflammation is not clear. Moreover, how the metabolites produced by the endometriosis-induced gut microbiota alter the immune metabolism in the inflammatory cells has not been previously studied. In the current study, we tried to connect all such events induced during endometriosis by using both naïve and OVX mice to get a better understanding of the cross-talk between endometriosis, gut microbiota and immune functions in the host.

There are several murine models of endometriosis (61). In the present study, we used the well-established mouse model of endometriosis in which the endometrial tissue is injected intraperitoneally into the recipient OVX mice (39). Such models have also been compared to models in which the recipient mice are intact that have not undergone ovariectomy (62), similar to our Naïve+END group. Both models develop endometrial lesions although the progression of the disease varies to some extent. In the current study, we noted that OVX+END group demonstrated similarities to the Naïve+END group with respect to the induction of some changes in the microbiota and immune profile while differing in some respects. For example, both OVX+END and Naïve+END groups showed similar induction of peritoneal inflammatory cells and neutrophils in the blood. Also, both groups exhibited increased presence of Ruminococcus genus. However, the OVX+END and Naïve+END groups showed significant difference in their expression of certain microbes, SCFA, and metabolite profile. 

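Ruminococcus, a genus of Ruminococcaceae that ferments plant fibre, rose with the transplant in OVX mice. It held 1.38% ± 0.0770 (SD, n = 4) of the reads in OVX+VEH and 1.96% ± 0.194 (SD, n = 4) in OVX+END, a log2 fold change of 0.53 (SE 0.096, adjusted p = 3.4e-04 from edgeR). In mice with ovaries it was lower with the transplant than without. The effect in OVX mice minus that in Naïve mice was 1.13 on the log2 scale (SE 0.14, adjusted p = 3.9e-06 from edgeR). On centred log-ratios the log2 fold change in the OVX pair was 0.26 and did not pass (adjusted p = 0.398 from limma), while the difference between the effects was 1.02 (adjusted p = 0.0426).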

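OVX+END and Naïve+END mice, which both carried transplants, differed in 8 of the 23 taxa. Ruminococcus was higher in OVX+END (log2 fold change 0.84, SE 0.098, adjusted p = 2.8e-06 from edgeR). The family Lachnospiraceae was lower in OVX+END, with a log2 fold change of -0.54 (SE 0.058, adjusted p = 5.3e-06), as was [Ruminococcus], with one of -1.97 (SE 0.30, adjusted p = 3.8e-05). Lachnospiraceae assigned to no genus had a share at least 26.5-fold lower in OVX+END over a floor of 3 counts for the group. Oscillospira was higher in OVX+END, with a log2 fold change of 0.23 (SE 0.049, adjusted p = 9.3e-04) that lost its call without any of Naïve+END 3 or 4 or OVX+END 1 (adjusted p = 0.0536 to 0.129). Erysipelotrichaceae assigned to no genus, with 11 reads in Naïve+END and 2 in OVX+END, had a log2 fold change of -3.17 (adjusted p = 0.0226), which lost its call without any of Naïve+END 2 or 4 or OVX+END 1, 2 or 4 (adjusted p = 0.0536 to 0.0983). On centred log-ratios, Lachnospiraceae of an unnamed genus had a log2 fold change of 0.10, the opposite direction. This scaling shifted the median log2 fold change of the taxa in OVX+END against Naïve+END by 0.63.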

The main difference between OVX+END and Naïve+END mice is that the former lacked the ovarian hormones but received exogenous administration of estrogen, while the Naïve+END mice had intact hypothalamic-pituitary-ovarian axis which controls several hormones and regulate female reproduction. Thus, our studies suggested that such hormones may play a role in regulating the microbial dysbiosis and immune metabolism during endometriosis.

In the present study, we investigated the microbial dysbiosis and the immunocyte metabolism triggered following endometrial transplants. Endometriosis is best hypothesized to arise from abnormal growth of endometrium-like tissue derived from escaped uterus that get implanted in the pelvic and abdominal cavity wall (13). This triggers an inflammatory response consistent with our observation of an excessive number of immune cells in the parenchyma of uterus (**Figures 2A-C**), peritoneal fluid, and an increase in total WBC counts in peripheral blood (**Figures 3A-G**). Accumulations of such cells is hypothesized to contribute to the decline in fertility rate and pain with menstruation in endometriosis (2, 13, 19). The immune cells that infiltrate is heterogeneous. Fukui et al. showed the infiltration of NK cells to the peritoneal cavity leading to inflammation during endometriosis (63). In addition, plasma cells in the uterine tissue could also serve as a biomarker of non-invasive diagnosis of endometriosis (3). Other cells reported to infiltrate include dendritic cells and neutrophils (3, 5, 64). In the current study, we noted an increase in CD3^+^T cells, NK cells, and NKT cells in the uterine cavity as well as increases in lymphocytes and neutrophils in the blood.

The aggregation of different immunocytes in the peritoneum seen in endometriosis has the potential to increase levels of reactive oxygen species present, which in turn could enhance inflammatory cell proliferation (**Figure 3H**) and leading to tissue damage (6). Clinical trials have been performed to treat endometriosis via suppression of the inflammatory response from oxidative stress using herbal-derivative anti-oxidants (13, 17, 18), miRNA regulation (14), or hormonal manipulation (11, 14). It has been hypothesized that there is an integral interplay between the gastrointestinal microbiome and estrogen and other hormones (16, 22, 31). We therefore examined perturbations of the gut-microbiota to determine if endometrial transplantation altered the gastrointestinal homeostasis and microbiome profile (**Figure 4**). Interestingly, our results showed that there was a distinct separation between the microbial communities of each study group (**Figure 4A**). Moreover, we found that there was a biomarker bacteria for each group of Naïve (Tenericutes, Mollicutes, Anaeroplasmatales, Anaeroplasmataceae and Anaeroplasma), Naïve+END (Lachnospiraceae family includes Coprocuccus and [Ruminococcus] genera), OVX+VEH (Clostrediales order), and OVX+END (*Ruminococcus* spp) (**Figure 4B**). 

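Of 6 KEGG pathways that hold the β-glucuronidase gene, listed before the data were examined, 4 fell with the transplant in Naïve mice and 2 fell with it in OVX mice. In OVX+VEH against Naïve 3 rose and 1 fell, and in OVX+END against Naïve+END 4 were higher. Adjusted over the list alone, these counts were equal. Flavone and flavonol biosynthesis had a log2 fold change of -0.19 in Naïve+END against Naïve (SE 0.018, adjusted p = 1.8e-06 from limma). In OVX+END against OVX+VEH it had one of -0.063 (adjusted p = 0.0177), which lost its call without OVX+VEH 3 or OVX+END 1 (adjusted p = 0.0506 to 0.0586). Pentose and glucuronate interconversions fell from 0.607% to 0.597% in the Naïve pair (log2 fold change -0.024, SE 0.0042, adjusted p = 4.0e-04) and Lysosome from 0.246% to 0.235% (log2 fold change -0.066, SE 0.018, adjusted p = 0.0074). Porphyrin metabolism fell in OVX+END against OVX+VEH, with a log2 fold change of -0.036 (SE 0.010, adjusted p = 0.0164). On centred log-ratios the log2 fold changes in the Naïve pair turned to 0.044 for Pentose and glucuronate interconversions and 0.0012 for Lysosome. This scaling shifts all pathways of this pair by 0.0675, so these are not separate reversals. A share of a predicted pathway is not a count of the gus gene itself.

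**Figure D3:**
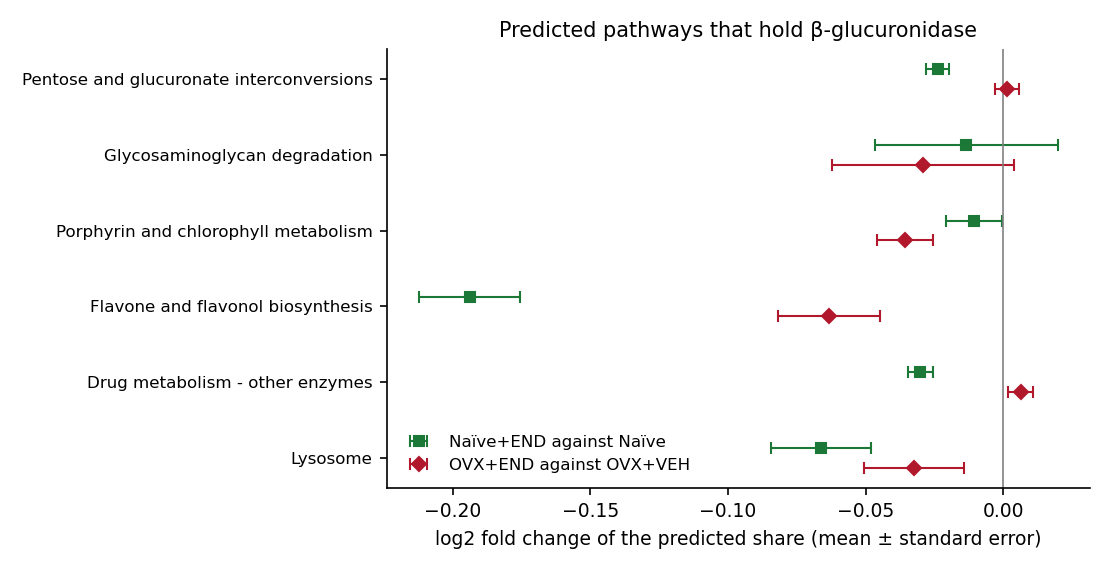
Log2 fold changes of the 6 predicted KEGG pathways with β-glucuronidase in Naïve+END against Naïve and in OVX+END against OVX+VEH. Points are limma estimates from 4 mice per group and bars are standard errors, and Flavone and flavonol biosynthesis lies farthest below 0 in the Naïve pair.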

Interestingly, most of biomarker bacteria in all study groups except Naïve mice shared one gene involvement, the *gus*-gene, that is common in Firmicutes (65) and responsible for encoding β-glucuronidase enzyme (32, 66), which in turn removes the glucuronic acid from conjugated substrates such as steroid hormones and other xenobiotics secreted to the intestinal lumen through the bile duct after being processed by hepatic glucuronidation to promote reabsorption of them as aglycone steroid hormones or xenobiotics via enterohepatic circulation again (67–69). This aligns with our PICRUST findings (**Figure 4D**) that predicted an increase amino acids and pyrimidine metabolism in OVX+END mice, as compared to the lipid metabolism predicted in OVX+VEH and the carbohydrate metabolism predicted in the Naïve group.

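The broad predicted categories differed between groups by small amounts. Amino acid metabolism held 9.34% ± 0.00806 (SD, n = 4) of predicted genes in OVX+END, 9.33% ± 0.0422 (SD, n = 4) in OVX+VEH, 9.35% ± 0.0361 (SD, n = 4) in Naïve+END and 9.26% ± 0.0171 (SD, n = 4) in Naïve. It rose in Naïve+END against Naïve (log2 fold change 0.015, adjusted p = 0.0022 from limma) and had a log2 fold change of 0.0029 in OVX+END against OVX+VEH (adjusted p = 0.44). Pyrimidine metabolism rose from 1.83% ± 0.0114 (SD, n = 4) in OVX+VEH to 1.86% ± 0.00369 (SD, n = 4) in OVX+END (log2 fold change 0.019, SE 0.0053, adjusted p = 0.0156 from limma) and held 1.89% ± 0.00752 (SD, n = 4) in Naïve. Lipid metabolism was lowest in OVX+VEH, at 2.69% ± 0.00246 (SD, n = 4), with a log2 fold change of -0.0062 against Naïve (adjusted p = 0.0205) that lost its call without OVX+VEH 2 (adjusted p = 0.0539). Carbohydrate metabolism was higher in OVX+VEH, at 10.4% ± 0.0188 (SD, n = 4), than in Naïve (log2 fold change 0.0058, SE 0.0016, adjusted p = 0.0062 from limma). On centred log-ratios the directions in OVX+END against OVX+VEH turned for pyrimidine metabolism (-0.061) and lipid metabolism (-0.066). Lipid metabolism also turned in OVX+VEH against Naïve (0.055). This scaling shifts all pathways, or all categories, of a pair by the same amount. Carbohydrate metabolism in OVX+VEH against Naïve turned to -0.00047 by DESeq2.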

Several mechanisms have been attributed to the beneficial effects of microbiome in health maintenance including the production of short chain fatty acids (SCFAs) (70). Enrichments of *Ruminococcus gnavus* in Naïve and Naïve+END groups (**Figure 4C**) and Lachnospiraceae in Naïve+END groups are all major producers of short chain fatty acids (SCFAs) and may explain the elevated levels of propionic (**Figure 5C**) and Iso-butyric (**Figure 5E**) acids in the colonic flushes of respective groups (32, 70). However, butyric acid, which is the most beneficial SCFA for intestinal homeostasis, energy metabolism, and anti-inflammatory effects (71–74) was significantly higher in the Naïve group in comparison with all other groups (**Figure 5D**), which could be due to the abundance of *Ruminococcus gnavus* (**Figure 4C**). These data also suggested that decreased butyric acid production in Naïve+END and OVX+END groups may be related to increased inflammation seen in these groups.

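Taxa listed as producers of short chain fatty acids changed in both directions. Of 13 butyrate producers listed before the data were examined, 7 were tested. These include Lachnospiraceae and Ruminococcaceae without a genus name, and whether such reads come from butyrate producers was not tested. In Naïve+END against Naïve 2 of the 7 rose and 1 fell, in OVX+END against OVX+VEH 2 rose, in OVX+VEH against Naïve 1 rose and 2 fell, and in OVX+END against Naïve+END 1 was higher and 2 were lower. The rises in Naïve+END were those of Lachnospiraceae assigned to no genus and Lachnospiraceae of an unnamed genus. The rises in the OVX pair were those of Coprococcus and Anaerostipes, calls that ended without any of 6 mice (adjusted p = 0.0521 to 0.147) and any of 4 mice (adjusted p = 0.0510 to 0.0789). In OVX+VEH against Naïve the rise was that of Ruminococcaceae of an unnamed genus, which lost its call without Naïve 1 or OVX+VEH 2 (adjusted p = 0.0559 to 0.0785). The falls were those of Coprococcus, which lost its call without any of 4 mice (adjusted p = 0.0624 to 0.106), and Oscillospira. The latter (log2 fold change -0.14) lost its call without any mouse other than Naïve 4 and OVX+VEH 2 and 4 (adjusted p = 0.0614 to 0.198) and turned to 0.59 on centred log-ratios. Of 10 producers of propionate and acetate 3 were tested, and 1, Akkermansia, fell in Naïve+END and in OVX+VEH against Naïve. Adjusted over the list alone, these counts were equal. The Akkermansia reads of Naïve mice all came from Naïve 4, with 251 of 29533 reads (0.850%, Wilson 95% interval 0.751 to 0.961). Both falls (log2 fold changes of -5.41 in Naïve+END and -4.78 in OVX+VEH, each against Naïve) rest on this mouse, since the other Naïve mice had no Akkermansia read. These calls ended without Naïve 4 and also without any of Naïve+END 2, 3 or 4 in the former pair and OVX+VEH 2, 3 or 4 in the latter (adjusted p over all these omissions 0.0510 to 0.2).

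Of 4 predicted pathways of short chain fatty acids, 2 rose in OVX+END against OVX+VEH and 2 fell in OVX+VEH against Naïve, 1 fell in Naïve+END against Naïve and 1 was higher in OVX+END than in Naïve+END (not called when adjusted over the list alone, while the other counts were equal). Propanoate metabolism rose from 0.446% ± 0.00356 (SD, n = 4) in OVX+VEH to 0.456% ± 0.000888 (SD, n = 4) in OVX+END (log2 fold change 0.032, SE 0.0057, adjusted p = 0.0010 from limma). Pyruvate metabolism had a log2 fold change of 0.023 in the same pair (SE 0.0024, adjusted p = 1.4e-05). On centred log-ratios these turned to -0.048 and -0.057, and in OVX+VEH against Naïve both turned to above 0 (0.091 and 0.10). This scaling shifts all pathways of a pair by the same amount, -0.0798 in the former pair and 0.122 in the latter.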

Another major role of the microbiome is to metabolize estrogen hormone under the regulation of *gus* gene (32, 66). Any deviation in the steroid hormone production in the host circulation could lead to initiation of disease through microbiome dysregulation (16, 20, 22, 31, 57). Nevertheless, the balance of steroid production during the sexual cycle is necessary for reproduction (22). Long-term changes in reproductive hormones lead to shifts in gut microbiome (28–30) and the increase in progesterone levels during pregnancy is associated with an increase in beneficial bacteria like Bifidobacterium (29). Gut dysbiosis certainly influences immune system function (41, 52, 75) as well as reproductive physiology through the modulation of reproductive hormones function and vice versa (22, 28, 29, 57, 66). In our study, we found through metabolic evaluation of the immune cell in the peritoneum of endometriotic and non-endometriotic mice (**Figures 6**, **7**) that the immunometabolism of these cells shifted, likely due to the microbiota and estrobolome dysbiosis (20, 22, 58). Estrogen plays important regulatory role in the maintenance of the immune system functions and to counteract inflammations and oxidative stress, thus, the reproductive system-gut axis and its related metabolism and metabolites are important regulators to stabilize the health and homeostasis (9, 76).

In summary, the current study suggests that reversing the endometriotic gut microbiota by, for example, through fecal transplants from healthy donors or increasing diet enrichment with prebiotics and/or probiotics could help in suppressing the endometriosis pathogenesis as well as severity which may result in minimizing its driven complications.

## Data availability statement

The datasets presented in this study can be found in online repositories, https://www.ncbi.nlm.nih.gov/geo, under accession number GSE248213.

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee (IUCAC) in the University of South Carolina before performance of any study experiments (AUP2374). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

HA: Conceptualization, Data curation, Formal analysis, Methodology, Software, Validation, Visualization, Writing – original draft, Writing – review & editing. AM: Data curation, Formal analysis, Methodology, Writing – review & editing. NS: Formal analysis, Methodology, Writing – review & editing. RB: Writing – review & editing. IC: Formal analysis and Methodology. MN: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing. PN: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing.

# Supplementary material for: Estrobolome dysregulation is associated with altered immunometabolism in a mouse model of endometriosis
**Source:** Front Endocrinol (Lausanne). 2023 Dec 8;14:1261781. doi: 10.3389/fendo.2023.1261781
**Supplement:** Supplementary file 1

Table S1: Statistical analysis of data presented in Figure 2 with p values.						
PANEL	Naïve vs Naïve+END	Naïve vs OVX+VEH	Naïve vs OVX+END	Naïve+END vs OVX+VEH	Naïve+END vs OVX+END	OVX+VEH vs OVX+END
C	>0.9999	0.8434	**0.0016**	0.8578	**0.0013**	**0.0004**

Each cell shows p values and those with bold digits show statistically significant differences.

Table S2: Statistical analysis of data with p values presented in Figure 3.							
PANEL		Naïve vs Naïve+END	Naïve vs OVX+VEH	Naïve vs OVX+END	Naïve+END vs OVX+VEH	Naïve+END vs OVX+END	OVX+VEH vs OVX+END
A	left	**0.0013**	0.9956	**0.0197**	**0.0026**	0.6299	**0.0399**
	right	>0.9999	0.9574	0.834	0.9601	0.8395	0.9734
B		0.2527	0.9288	**0.001**	0.6654	**0.0577**	**0.0043**
D		0.1935	>0.9999	**0.0311**	0.2253	0.8401	**0.0373**
E		>0.9999	0.9629	**0.0418**	0.9518	**0.046**	**0.0119**
F		**0.0025**	**0.0139**	**0.0006**	0.8938	0.9334	0.4776
G		**0.0024**	0.072	**0.0008**	0.4224	0.9788	0.1875
H		**<0.0001**	**0.0001**	**<0.0001**	**0.0051**	0.999	**0.0067**

Each cell shows p values and those with bold digits show statistically significant differences.

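Table S3 gives p-values for 8 taxa and 6 pairs of groups, 48 in all, that belong to the shares in Figure 4C. The same comparisons were computed from the deposited read counts, with the percentages of each mouse compared among the 4 groups by Tukey's test. The resulting p-values lay on the same side of 0.05 as the table's for 46 of 48 pairs. The table prints 26 of its p-values exactly and 22 as bounds, below 0.0001 or above 0.9999. From unrounded percentages 0 of the 26 exact values were equal after rounding to 4 decimals, and 21 of the 22 bounds were met. With the percentages rounded to 1 decimal 18 of the 26 were equal and 22 of the 22 bounds were met. With rounding, and with the row of the unnamed Clostridiales family read as the order and that of Tenericutes as Anaeroplasmatales and Anaeroplasma, 26 of the 26 were equal and 22 of the 22 bounds were met.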

Table S3: Statistical analysis of data with p values presented in Figure 4.

PANEL C microbiota		Naïve vs Naïve+END	Naïve vs OVX+VEH	Naïve vs OVX+END	Naïve+END vs vs OVX+VEH	Naïve+END vs OVX+END	OVX+VEH vs OVX+END
C	Tenericutes phylum	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	0.2193	**<0.0001**
	Mollicutes class	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	0.2193	**<0.0001**
	Anaeroplasmatales order	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	0.2193	**<0.0001**
	<i>Anaeroplasma</i> genus	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	0.2193	**<0.0001**
	Chlostrediales order	0.5077	**0.0259**	0.9451	0.2705	0.25	**0.0099**
	<i>Coproccoccus</i> genus	**0.0237**	0.5461	>0.9999	**0.0023**	**0.0237**	0.5461
	<i>Dehalobacterium</i> genus	0.9319	0.3276	0.3276	0.6452	0.135	**0.0177**
	<i>Ruminococcus gnavus</i>	0.7919	**0.0002**	**0.0028**	**<0.0001**	**0.0006**	0.298

Each cell shows p values and those with bold digits show statistically significant differences.

Table S4: Statistical analysis of data with p values presented in Figure 5.

Panel	Naïve vs Naïve+END	Naïve vs OVX+VEH	Naïve vs OVX+END	Naïve+END vs OVX+VEH	Naïve+END vs OVX+END	OVX+VEH vs OVX+END
B	**<0.0001**	**0.0003**	**0.0447**	**<0.0001**	**<0.0001**	**<0.0001**
C	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	**0.0002**	0.3376
D	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	**0.0001**	**<0.0001**
E	0.6821	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	0.4989
F	**<0.0001**	**0.0002**	**<0.0001**	**<0.0001**	**<0.0001**	**0.0003**
G	0.4835	**<0.0001**	**<0.0001**	**<0.0001**	**<0.0001**	0.9191

Each cell shows p values and those with bold digits show statistically significant differences.

How the deposited data were processed for this re-analysis (not part of the article)

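Colonic contents of 16 mice in 4 groups (Naïve, Naïve+END, OVX+VEH and OVX+END, 4 mice each) were profiled by sequencing the V3-V4 region of the 16S rRNA gene. Samples were grouped by the treatment in their labels, and each column of the tables was matched to 1 mouse. The authors amplified bacterial DNA from the colon, classified the reads into operational taxonomic units, summed these by taxonomic rank, and predicted gene counts per KEGG pathway with PICRUSt. Versions and settings of these steps are not given in the sources used here.

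The tables were checked before use. The genus-level table holds whole read counts for 26 taxa, and its total equals the depth listed for the operational taxonomic units in 16 of 16 mice, 464823 reads in all. The pathway table holds predicted gene counts for 328 pathways, 75 of which are at 0 in every mouse. Reads assigned to no taxon, 0.414% to 1.21% per mouse, stayed in the percentages and were left out of library sizes and tests.

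The test set beforehand was limma for tables of shares and edgeR for tables of whole read counts. Taxa, as read counts, were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with TMM scaling, for 23 taxa with reads in at least 4 mice. The design had 1 coefficient per group over all mice, with contrasts for pairs of groups, for any difference among the 4 groups and for the transplant effect in OVX mice minus that in Naïve mice. The standard error of a log2 fold change is its size divided by the square root of F. Ranks above the genus were summed and tested in the same way. Pathways were tested with limma 3.58.1 on log2 of the percentage of predicted genes plus 1.131e-06%, for 241 pathways. These p-values are not independent evidence beyond the taxa, because the pathways are computed from them. A change was called at an adjusted p under 0.05 (Benjamini-Hochberg over all features of a table). Shares of single taxa were compared by two-sided exact permutation tests. Composition was compared by PERMANOVA on Bray-Curtis, Jaccard and Aitchison distances with 9999 permutations for 4 groups and all 35 splits for pairs. Percentages were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

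Depth was 17613 to 60406 reads per mouse, and the median was highest in OVX+END (47541). A taxon without a read in a group may hold up to 0.00321% of reads in Naïve, 0.00387% in Naïve+END, 0.00266% in OVX+VEH and 0.00166% in OVX+END (3 counts of the group's reads). Amplified reads carry no molecular identifiers, so such limits and all binomial intervals cover counting error only. A fold against a group without reads was computed against a floor of 3 counts over the group.

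The calling was tested on simulated data, drawn at the mean over all mice and the spread of each taxon or pathway. Random taxa or pathways were changed in OVX+END, as many up as down. Taxa and pathways were drawn independently of each other. The rates below therefore do not cover the effect of scaling when many taxa differ, or pathways computed from the same taxa. Of taxa with at least 20 reads, 55.3% were recovered at a fold of 1.5 and 90.9% at a fold of 2, and 0.74% of unchanged taxa were called. For pathways 32.6% were recovered at a log2 change of 0.02 and 76% at 0.1, and 0.8% of unchanged pathways were called. Of 24 pairs of mice within groups 0 were identical. Differences beyond sampling noise were tested by a chi-squared test on taxa with at least 10 reads and by 9999 random tables on all taxa. In 3 pairs such a difference did not pass in 1 of these tests (p of 0.05 or more) and passed in the other.

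The text names the taxa of the paper's Figure 4 and text, the members of lists fixed before the data were examined, and for each pair of groups up to 10 called taxa and 10 called pathways without overlap of the groups with the largest log2 fold changes, by a rule fixed at the same time. The values in Figure 4C had been seen when it was fixed. The lists of taxa were bearers of the gus gene and marker taxa of Fig. 4B, producers of butyrate, producers of propionate and acetate, lactic acid bacteria, mucin users, sulfate reducers, Proteobacteria of the inflamed gut and other sources of 16S reads. The lists of pathways were those with β-glucuronidase, steroids, short chain fatty acids, central carbon metabolism, motility and sensing, transport, the cell wall, glycan degradation and the markers of Figure 4D. Alternatives were other scalings, other tests, other filters on low counts, other pseudocounts, the replicate number as a block, and the omission of each mouse in turn. Weighted and unweighted UniFrac distances, linear discriminant analysis and species were not analysed here, since they need a tree, the original program or finer tables.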

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

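The tests of explanations in this part were chosen after the results were seen. Among the 7 fits of Ruminococcus, the main fit, centred log-ratios and the omission of the most abundant taxon had been set before. So had the difference between transplant effects and the omission of single mice.

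The effect of the transplant differed between OVX and Naïve mice for 6 taxa and 125 pathways. The log2 effect in OVX mice minus that in Naïve mice was 3.45 for Anaeroplasma, 1.13 for Ruminococcus, 0.71 (SE 0.26, adjusted p = 0.0492) for Clostridiales assigned to no family, 0.37 (SE 0.069, adjusted p = 4.1e-04) for Oscillospira and -0.43 (SE 0.089, adjusted p = 9.3e-04) for Lachnospiraceae of an unnamed genus. For RF39 (adjusted p = 0.0041) it was at least 1.74 by shares of the groups' reads, over a floor of 3 counts for OVX+VEH, which had no read, and the fitted 4.51 is no measure of its size. The call for Clostridiales assigned to no family ended without any of 10 of the 16 mice (adjusted p = 0.0545 to 0.102).

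Ruminococcus fell with the transplant in Naïve mice and rose with it in OVX mice. Over 7 fits with 5 scalings, of which leaving out the most abundant taxon shifted the median difference between the effects by -0.30, the difference for Ruminococcus stayed at 0.83 or more on the log2 scale (adjusted p up to 0.0426) and the effect in Naïve mice at -0.48 or lower (adjusted p up to 0.0204), which argues against scaling as the whole cause of these. For the rise in OVX mice scaling stays open, since on centred log-ratios it went from 0.53 (SE 0.096) to 0.26 (SE 0.23, adjusted p = 0.398) and lost its call through both a smaller effect and a wider error. Cages stay open, since 16 of 16 mice lay nearest to a mouse of their own group and the cages cannot be told apart from the groups. The design names ovariectomy together with DES, given to OVX mice alone, as the biological difference, and this stays open too. It was not tested apart from the cages or from the surgery and analgesic of OVX mice. Nor was it tested apart from the vehicle injection, which OVX+VEH mice had and Naïve mice did not.

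In the mouse Naïve 4 Akkermansia held 0.850% of reads, far from the other 3 Naïve mice at 0. Together, Akkermansia, Prevotella and F16 had 378 reads in Naïve 4 (1.28%) and 16 reads in the other 15 mice. The tables argue against the depth of Naïve 4 as the cause, because 149.69 Akkermansia reads would be expected in Naïve 4 at the lowest depth of the 16 mice, against 7 reads at most in another mouse. They argue against reads from another of these libraries too, because the highest share elsewhere was 0.025%, below the 0.751% that bounds the share in Naïve 4. What stays open is a real difference of this mouse or material from outside the 16 libraries, and no biological explanation was tested.

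Dehalobacterium held 0.154% in Naïve 1, apart from 0.234% to 0.240% in the other Naïve mice. Oscillospira held 9.45% in Naïve+END 1, apart from 7.84% to 8.01% in the other Naïve+END mice. Among 76 groups of 4 mice tested for a mouse apart, 3 had one, and chance gives about 1 in 20, or 3.8.

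Some taxa that the paper does not discuss were called higher than in their reference group. RF39 held 0.0484% in Naïve+END and 0.0255% in OVX+END, Anaerostipes 0.0949% in OVX+END, Lachnospiraceae assigned to no genus 0.0446% in Naïve+END, and Ruminococcaceae of an unnamed genus 7.33% in OVX+VEH. RF39 in Naïve+END lost its call without any of Naïve 1, 2 or 3 or Naïve+END 1 or 4 (adjusted p = 0.0508 to 0.0829), Anaerostipes without any of OVX+VEH 3 or 4 or OVX+END 2 or 3 (0.0510 to 0.0789), and Ruminococcaceae without Naïve 1 or OVX+VEH 2 (0.0559 to 0.0785).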

How the results depend on the processing

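DESeq2 and library-total scaling, DESeq2 on taxa, limma on log2 shares of taxa with the pseudocount rule of the pathways, thinning, the summing of close mice and rounded or substituted percentages were chosen after the results were seen, and the other alternatives before.

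Of values under alternatives chosen before, 35 of 36 for Shannon diversity kept their direction and side of the threshold, or stayed within 1.5 times. So did 137 of 160 counts of taxa and 161 of 178 of pathways. For single taxa 1110 of 1399 did and for single pathways 870 of 913. For composition 95 of 96 kept their side, some necessarily, as omitting a mouse outside a pair cannot change that pair's R2. The cause of the changes below was not tested, apart from those with fewer mice or features tested and turns of pathways on centred log-ratios. Small changes can be missed, as folds of 1.5 were recovered for 38.5% of all simulated taxa and 55.3% of those with at least 20 reads. Depth was not varied there.

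The OVX pair stands for OVX+END against OVX+VEH and the Naïve pair for Naïve+END against Naïve. Taxa differing among the 4 groups numbered 15, and 9 with shares of at least 0.1%. For the OVX pair (7) the count was 3 on centred log-ratios and 4 with the most abundant taxon left out. For the Naïve pair (10) it was 4 with only these groups fitted. For OVX+VEH against Naïve (10) it was 6 with DESeq2 size factors, 5 with limma at 3 pseudocounts, with no filter, with Tukey's test, with DESeq2 and with only these groups fitted, and 4 with shares of at least 0.1%. For OVX+END against Naïve+END (8) it was 5 with Tukey's test and 4 with limma at the 2 smaller pseudocounts. Close mice summed gave 4 in both of these pairs. Pathways called among the 4 groups (182), in OVX+END against OVX+VEH (82), in Naïve+END against Naïve (130), in OVX+VEH against Naïve (143), in OVX+END against Naïve+END (107) and in the difference between transplant effects (125) numbered 8, 4, 0, 5, 3 and 8 on centred log-ratios (limma, with 31, 15, 24, 99, 16 and 46 at an unadjusted p under 0.05). By level 2 category they numbered 31, 12, 13, 25, 21 and 18. With shares of at least 0.1% they numbered 113, 52, 78, 95, 72 and 72. The Jaccard R2 of OVX+END against Naïve+END was 0.419 (exact permutation p = 0.0571).

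The split of rises and falls also moved. For the OVX pair (6 and 1) it was 2 and 1 on centred log-ratios, 6 and 2 with library totals and 3 and 1 with the most abundant taxon left out. For the Naïve pair (3 and 7) it was 6 and 5 with library totals or the most abundant taxon left out. For OVX+VEH against Naïve (1 and 9) it was 2 and 5 with each of these. For OVX+END against Naïve+END (3 and 5) it was 4 and 4 with DESeq2 size factors and 1 and 5 with the most abundant taxon left out. For the difference between transplant effects (5 and 1) it was 3 and 2 with library totals, 4 and 2 with DESeq2 size factors and 3 and 3 with the most abundant taxon left out. Median log2 fold changes shifted by 0.12 in Naïve+END against Naïve with library totals, by 0.19 in OVX+VEH against Naïve and 0.15 in OVX+END against Naïve+END with DESeq2 size factors, and by -0.27 and -0.16 with transplants in OVX and Naïve mice on centred log-ratios.

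Centred log-ratios subtract the mean log2 share of each mouse, so in limma all pathways of a pair shift by the same amount. This shift was -0.0798 in the OVX pair, 0.0675 in the Naïve pair and 0.122 in OVX+VEH against Naïve. Turns of pathways on this scaling are therefore a shared shift of the pair, not separate reversals. Categories are scaled as a table of their own, and taxa were tested by edgeR in the main fit, so their shifts differ. On centred log-ratios these log2 fold changes turned. They were, for the OVX pair, -0.0054 for secondary bile acid biosynthesis, -0.048 for propanoate, -0.057 for pyruvate, -0.061 for pyrimidine and -0.066 for lipid metabolism. They were, for the Naïve pair, 0.0012 for Lysosome and 0.044 for pentose and glucuronate interconversions. For OVX+VEH against Naïve they were 0.44 for Ruminococcus, 0.23 for Coprococcus, 0.53 for Akkermansia, 0.18 for Lactobacillus, 0.59 for Oscillospira, 0.091 for propanoate, 0.10 for pyruvate and 0.055 for lipid metabolism and 0.072 for glycolysis. For OVX+END against Naïve+END they were 0.10 for Lachnospiraceae of an unnamed genus and 0.10 for Dehalobacterium. Clostridiales of an unnamed family in Naïve+END against Naïve (-0.10) turned to 0.023 with limma at 3 pseudocounts or a variance trend, 0.0067 on arcsine roots, 0.0044 with no filter, 0.037 with shares of at least 0.1%, 0.017 with library totals and 0.66 percentage points with Tukey's test. The order Clostridiales turned to 0.036 on arcsine roots, 0.092 with shares of at least 0.1%, 0.17 with the most abundant taxon left out and 0.072 with library totals in Naïve+END against Naïve (-0.048). For OVX+VEH against Naïve (-0.027) it turned to 0.033, 0.070, 0.22 and 0.068 in that order and to 0.17 with DESeq2 size factors. The taxon left out is the order's unnamed family, so that value is of the order's rest, not another scaling. Akkermansia turned to 0.89 and 0.92 with the smallest pseudocount in Naïve+END and in OVX+VEH against Naïve, Oscillospira in OVX+VEH against Naïve to 0.076 with the most abundant taxon left out and 0.050 with DESeq2 or its size factors, and carbohydrate metabolism in this pair to -0.00047 by DESeq2.

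Without each mouse in turn, taxa called numbered 12 to 16 among the 4 groups, 5 to 8 in OVX+END against OVX+VEH, 6 to 10 in Naïve+END against Naïve (over 1.5 times fewer without Naïve+END 3 or 4), 5 to 9 in OVX+VEH against Naïve (over 1.5 times fewer without Naïve 1 or 3 or OVX+VEH 1, 2 or 3), 4 to 8 in OVX+END against Naïve+END (over 1.5 times fewer without Naïve+END 2, 3 or 4 or OVX+END 1) and 5 to 8 for the difference between effects. Akkermansia fell as low as -5.93 in Naïve+END without Naïve+END 1 and -6.37 in OVX+VEH without OVX+VEH 1, each against Naïve. Without Naïve 4 these fitted log2 fold changes turned to 3.66 in Naïve+END and 4.26 in OVX+VEH, which measure no rise, since the other Naïve mice had no Akkermansia read and these groups had 4 and 9. Shannon diversity of OVX+END minus Naïve+END ranged from -0.033 to -0.013 and passed without Naïve+END 4 (exact permutation p = 0.0286).

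The replicate numbers do not pair the mice by the labels or the paper. Deviations of mice with the same number correlated at -0.433 to 0.794 for taxa and -0.781 to 0.793 for pathways, and 4 of 16 mice for taxa and 5 of 16 for pathways correlated best with their own number. With the number as a block, calls numbered 7, 9, 10 and 8 taxa and 72, 122, 136 and 97 pathways in OVX+END against OVX+VEH, Naïve+END against Naïve, OVX+VEH against Naïve and OVX+END against Naïve+END. The block took the call from Clostridiales of an unnamed family in Naïve+END against Naïve (-0.10, adjusted p = 0.0551). It left the other calls named in the text.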

Differences from the paper's values

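The rounding of percentages to 1 decimal and the use of another row for a taxon were chosen after the values were seen. A value is called near the paper's where it lies within 1.5 times of it, which does not mean that the values are equal.

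The share of the order Clostridiales was about 41% in Naïve, about 41% in Naïve+END, about 40% in OVX+END and about 42% in OVX+VEH in the paper's Fig. 4C, read by eye. It was 62.1%, 65.5%, 64.1% and 65.2% in the counts. With the most abundant taxon left out, an alternative set before the data were examined, the shares lay near the paper's. The taxon left out is the unnamed Clostridiales family, so this is the share of the rest of the order, another quantity. Without each mouse in turn the shares were not near the paper's. With the row of the unnamed Clostridiales family, chosen after seeing the values, they were near, and it drops 0 of the paper's called pairs.

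For Clostridiales, the paper's p in Table S3 is 0.5077 for Naïve against Naïve+END, against 0.0652 here. It is 0.0259 for Naïve against OVX+VEH (0.0967 here), 0.9451 for Naïve against OVX+END (0.391 here), 0.2705 for Naïve+END against OVX+VEH (0.995 here), 0.25 for Naïve+END against OVX+END (0.657 here) and 0.0099 for OVX+VEH against OVX+END (0.788 here). Of the 17 alternatives set before the data were examined, 1, without Naïve+END 4, came near the paper's value, and only for Naïve+END against OVX+END. The row of the unnamed family, chosen after seeing the values, came near the paper's for each of these pairs, and with rounding to 1 decimal it gave the paper's values to 4 decimals.

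For Coprococcus, the paper's p is 0.5461 for Naïve against OVX+VEH (0.162 here), with values near it without Naïve 1 or OVX+VEH 2. It is 0.0023 for Naïve+END against OVX+VEH (5.06e-04 here), with values near it without Naïve+END 1 or 3 or OVX+VEH 1 or 2. It is 0.0237 for Naïve+END against OVX+END (0.0426 here) and 0.5461 for OVX+VEH against OVX+END (0.0897 here), approached within 1.5 times by 0 of the 17 alternatives.

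For Dehalobacterium, the paper's p is 0.3276 for Naïve against OVX+VEH (0.538 here), with values near it with the most abundant taxon left out and without any of Naïve 2 or 3, Naïve+END 4 or OVX+VEH 2. It is 0.3276 for Naïve against OVX+END (0.115 here), with values near it without any of Naïve 2, 3 or 4 or OVX+END 4. It is 0.135 for Naïve+END against OVX+END (0.0587 here), with values near it without any of Naïve+END 1, 2 or 3 or OVX+END 1, 3 or 4. It is 0.0177 for OVX+VEH against OVX+END (0.0107 here), with values near it without any of Naïve 2, 3 or 4, Naïve+END 1 or 2, OVX+VEH 4 or OVX+END 2.

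For Ruminococcus gnavus, for which the row [Ruminococcus] was used, the paper's p is 0.0002 for Naïve against OVX+VEH (3.95e-06 here), 0.0028 for Naïve against OVX+END (2.52e-05 here) and 0.0006 for Naïve+END against OVX+END (6.26e-06 here), approached within 1.5 times by 0 of the 17 alternatives. It is 0.298 for OVX+VEH against OVX+END (0.452 here), with values near it without any of Naïve 4, OVX+VEH 1 or OVX+END 4. The other alternatives of the 17 came near none of the values given for these taxa. With percentages rounded to 1 decimal, chosen after seeing the values, the values of Coprococcus, Dehalobacterium and Ruminococcus gnavus given here equalled the paper's to 4 decimals. Rounding drops 0 of the paper's called pairs for these taxa.

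The paper states that Tenericutes and Anaeroplasma were enriched in both groups with transplants. Tenericutes rose in OVX+END against OVX+VEH (log2 fold change 2.31), and in Naïve+END against Naïve it fell (-1.14). Against OVX+VEH it was higher in Naïve+END too (log2 fold change 2.42, adjusted p = 2.9e-12 from edgeR). Against Naïve it was lower in OVX+END as well (-1.25). The enrichment in both groups with transplants therefore holds against OVX+VEH and not against Naïve. The paper also names Tenericutes as a marker of Naïve, where its mean share was highest. The shares of Anaeroplasma in the paper's Fig. 4C, read by eye, are about 6.6% in Naïve, about 3.2% in Naïve+END, about 2.9% in OVX+END and about 0.6% in OVX+VEH, near the shares here (6.61%, 3.23%, 2.89% and 0.602%). The paper states that Ruminococcus increased in both groups with transplants. It rose in OVX+END against OVX+VEH (0.53) and fell in Naïve+END against Naïve (-0.60). The paper names Lachnospiraceae, Coprococcus, Ruminococcus and Ruminococcus gnavus as biomarkers of Naïve+END that were not present in Naïve. Lachnospiraceae was higher in Naïve+END (7.74%) than in Naïve (5.14%). Ruminococcus was lower in Naïve+END (1.13%) than in Naïve (1.58%), and Coprococcus and [Ruminococcus] were not called between these groups by edgeR. By Tukey's test Coprococcus passed between them (p = 0.0225 here, 0.0237 in the paper). In its discussion the paper names [Ruminococcus] among the markers of Naïve+END and Ruminococcus as that of OVX+END. The mean share of each was highest in the group so named. The paper names Clostridiales as the marker of OVX+VEH. The order held 65.2% there and 65.5% in Naïve+END, and with the unnamed family alone OVX+VEH was highest (42.2%). In Fig. 4D the paper marks 34 items for the group in which they stand out, and that group had the highest mean for 19 of 34. For OVX+END it had the highest mean for 0 of 7, although 5 of 5 of its level 3 pathways rose against OVX+VEH. The paper states that Naïve+END had no marker pathway by linear discriminant scores, a method not used here, and Naïve+END had the highest mean for 67 of the 182 pathways that differed. The paper links lipid metabolism to OVX+VEH and carbohydrate metabolism to Naïve. Lipid metabolism was lowest in OVX+VEH (2.69%), and carbohydrate metabolism was lower in Naïve (10.37%) than in OVX+VEH (10.41%). It links amino acid metabolism to OVX+END, where it held 9.34%, and it held 9.35% in Naïve+END.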

Other observations

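The tests on other splits of the mice and on the p-values of Table S3 in this part were chosen or described after the results were seen.

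The Shannon index of the genus-level taxa was lowest in OVX+VEH mice, which had been ovariectomized and given DES, and higher in OVX+END mice. The number of genus-level taxa with reads did not pass between these groups. This index was not computed on the operational taxonomic units. It is computed from the shares of the taxa tested above, Anaeroplasma among them, so it is not evidence independent of their changes. The Shannon index was 1.59 ± 0.0373 (SD, n = 4) in Naïve, 1.44 ± 0.031 (SD, n = 4) in OVX+VEH, 1.54 ± 0.0058 (SD, n = 4) in OVX+END and 1.56 ± 0.0243 (SD, n = 4) in Naïve+END. It was lower in every OVX+VEH mouse than in every Naïve mouse and than in every OVX+END mouse (exact permutation p = 0.0286, adjusted p = 0.0429 over 6 pairs, for each). OVX+END stayed 0.0576 below Naïve (exact permutation p = 0.0286), while Naïve+END against Naïve did not pass (exact permutation p = 0.171). Taxa with reads numbered 19.5 in OVX+VEH and 20.0 in OVX+END on average (exact permutation p = 0.771, and 0.686 with every mouse thinned to the lowest depth). The difference in OVX+VEH against Naïve was -2.25 (exact permutation p = 0.0286) and -2.4 thinned (p = 0.0286). In OVX+END against Naïve it was -1.75 (exact permutation p = 0.171) and -2.19 thinned (p = 0.0286). Against Naïve, 5 taxa fell in OVX+END by edgeR, namely Lactobacillus (log2 fold change -0.73), Dehalobacterium (-0.60), [Ruminococcus] (-1.96), Anaeroplasma (-1.26) and Akkermansia (-7.22, from reads of Naïve 4). For the Shannon index and these taxa single mice were not left out in turn in this pair.

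Predicted pathways of the fixed lists changed in both directions. Of 4 steroid pathways 2 rose in OVX+END against OVX+VEH, among them secondary bile acid biosynthesis (log2 fold change 0.074, SE 0.017, adjusted p = 0.0041 from limma), which turned to -0.0054 on centred log-ratios. In the Naïve pair 1 of the 4 fell, steroid hormone biosynthesis, which was also higher in OVX+END than in Naïve+END, a call that ended without Naïve+END 2 (adjusted p = 0.0517). Of 4 pathways of central carbon metabolism 2 rose in the OVX pair, 1 rose and 1 fell in the Naïve pair, 2 fell in OVX+VEH against Naïve, among them glycolysis (log2 fold change -0.050, adjusted p = 3.2e-09), which turned to 0.072 on centred log-ratios, and 1 was lower in OVX+END than in Naïve+END. Of 4 tested pathways of motility and sensing 1 fell in the Naïve pair, 1 rose in OVX+VEH against Naïve (not called when adjusted over the list alone) and 2 were higher in OVX+END than in Naïve+END (3 adjusted over the list alone). Of 4 pathways of transport 1 fell in the OVX pair, 1 rose and 1 fell in the Naïve pair, 1 rose in OVX+VEH against Naïve and 1 was lower in OVX+END than in Naïve+END. Of 3 pathways of the cell wall 1 fell in the OVX pair, 1 rose in the Naïve pair and 1 rose in OVX+VEH against Naïve. Of 5 pathways of glycan degradation 2 fell in the Naïve pair, 3 rose in OVX+VEH against Naïve and 3 were higher in OVX+END than in Naïve+END. Among taxa, the lactic acid bacteria had 1 tested member, Lactobacillus, which fell in the Naïve pair and in OVX+VEH against Naïve, where it turned to 0.18 on centred log-ratios. This call also ended without any of Naïve 3 or 4, Naïve+END 1 or 2 or the 4 OVX+VEH mice (adjusted p = 0.0559 to 0.238). Of 3 tested mucin users 1 rose in the OVX pair, 1 fell in the Naïve pair, 2 fell in OVX+VEH against Naïve and 1 was lower in OVX+END than in Naïve+END. The fall in the Naïve pair and 1 of the 2 in OVX+VEH against Naïve were those of Akkermansia, whose reads in Naïve mice all came from Naïve 4. The rise in the OVX pair was that of [Ruminococcus], which lost its call without OVX+VEH 3 or 4 or OVX+END 2 (adjusted p = 0.0546 to 0.0648). Adjusted over the list alone, the other counts of these lists were equal. The sulfate reducers, the Proteobacteria of the inflamed gut and the other sources of 16S reads had 0 members in the table.

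The transplants of OVX and Naïve mice changed 3 taxa in both pairs, 1 in the same direction and 2 in opposite directions, where independent calls give 1.96 opposite. They changed 46 pathways in both pairs, 32 of them in opposite directions, where independent calls give 20.9. The pathways are computed from the same taxa, so their calls are not independent, and 32 against 20.9 does not measure an excess over chance. The pairs share no mice.

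Chance splits of the same mice were set against the counts of calls. For each pair of groups the real split gave the largest count of 35, so that 1 split was as large. The highest other counts were 1 taxon in OVX+END against OVX+VEH (7 in the real split), 2 in Naïve+END against Naïve (10), 1 in OVX+VEH against Naïve (10) and 1 in OVX+END against Naïve+END (8). For pathways they were 0 (82), 33 (130), 6 (143) and 0 (107) in the same order. Among 100 splits drawn, the highest other counts were 2 taxa (15) and 31 pathways (182) for the 4 groups and 0 taxa (6) and 37 pathways (125) for the difference between transplant effects, and 1 split, the real one, was as large. For a pair of groups 1 split of 35 is a share of 0.0286, the smallest possible. The draws for the 4 groups and for the transplant effects shuffled the labels of all mice. They ask whether any group differed, so they cannot decide on the difference between transplant effects alone. For the pairs and the 4 groups the splits make chance less likely without excluding it. A cage shared by a group is not excluded either.

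The p-values of Table S3 were set against a hypothesis found from them, that they rest on percentages rounded to 1 decimal and on other rows for some taxa. With rounding, and with the row of the unnamed Clostridiales family for the order and that of Tenericutes for Anaeroplasmatales and Anaeroplasma, 26 of the 26 p-values that the table prints exactly were equal after rounding to 4 decimals, and its 22 bounds were met. The rows of Tenericutes, Mollicutes, Anaeroplasmatales and Anaeroplasma then repeat the same values, so their matches are not separate. Such rounding and rows would give the printed values, which does not show how the values were made.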
